# Regulatory response to a hybrid ancestral nitrogenase in *Azotobacter vinelandii*

**DOI:** 10.1128/spectrum.02815-23

**Published:** 2023-09-13

**Authors:** Alex J. Rivier, Kevin S. Myers, Amanda K. Garcia, Morgan S. Sobol, Betül Kaçar

**Keywords:** nitrogen fixation, nitrogenase, *Azotobacter vinelandii*, ancestral protein reconstruction, RNA-Seq

## Abstract

Biological nitrogen fixation, the microbial reduction of atmospheric nitrogen to bioavailable ammonia, represents both a major limitation on biological productivity and a highly desirable engineering target for synthetic biology. However, the engineering of nitrogen fixation requires an integrated understanding of how the gene regulatory dynamics of host diazotrophs respond across sequence-function space of its central catalytic metalloenzyme, nitrogenase. Here, we interrogate this relationship by analyzing the transcriptome of *Azotobacter vinelandii* engineered with a phylogenetically inferred ancestral nitrogenase protein variant. The engineered strain exhibits reduced cellular nitrogenase activity but recovers wild-type growth rates following an extended lag period. We find that expression of genes within the immediate nitrogen fixation network is resilient to the introduced nitrogenase sequence-level perturbations. Rather the sustained physiological compatibility with the ancestral nitrogenase variant is accompanied by reduced expression of genes that support trace metal and electron resource allocation to nitrogenase. Our results spotlight gene expression changes in cellular processes adjacent to nitrogen fixation as productive engineering considerations to improve compatibility between remodeled nitrogenase proteins and engineered host diazotrophs.

**IMPORTANCE:**

*Azotobacter vinelandii* is a key model bacterium for the study of biological nitrogen fixation, an important metabolic process catalyzed by nitrogenase enzymes. Here, we demonstrate that compatibilities between engineered *A. vinelandii* strains and nitrogenase variants can be modulated at the regulatory level. The engineered strain studied here responds by adjusting the expression of proteins involved in cellular processes adjacent to nitrogen fixation, rather than that of nitrogenase proteins themselves. These insights can inform future strategies to transfer nitrogenase variants to non-native hosts.

## INTRODUCTION

Nitrogen cycling impacts ecosystems across the globe and is vitally important for sustained biological activity. The largest reservoir of nitrogen is highly inert atmospheric N_2_ that is unavailable to most organisms. Nature has invented a single molecular mechanism to reduce, or “fix”, N_2_ gas to bioavailable NH_3_ and overcome nitrogen limitations on biological productivity via the family of nitrogenase enzymes hosted solely by certain bacteria and archaea (1, 2). Nevertheless, approximately half of global fixed nitrogen today is generated by anthropogenic means to meet the demands of a rapidly expanding human population (3). Although nitrogenases catalyze nitrogen fixation at ambient conditions, the Haber-Bosch process, which generates the bulk of anthropogenic fixed nitrogen, requires high temperatures and pressures and is both energetically and environmentally costly (4). Thus, strategies to both improve biological nitrogen fixation activity and distribute the enzymatic machinery to non-diazotrophic hosts (e.g., cereal crops) are highly desirable bioengineering goals (5, 6).

A critical component of nitrogen fixation in natural diazotrophs is its genetic regulatory architecture that is required to coordinate the expression of nitrogenase enzymes in response to dynamic environmental conditions and physiological states (7 – 9). Regulatory precision is necessary due to the high metabolic cost of nitrogen fixation as well as the complex nature of its supporting protein network. For example, the aerobic, diazotrophic model gammaproteobacterium *Azotobacter vinelandii* has more than 50 proteins that support three nitrogenase isozyme systems, with molecular functions including nitrogenase regulation and assembly, electron transport, and cofactor synthesis (8, 10, 11). The oxygen sensitivity of the nitrogenase metalloenzyme demands that aerobic microbial hosts (desirable models for nitrogen fixation transfer to crop plants such as cereals) utilize particular strategies to ensure metabolic compatibility, including temporal/spatial regulation of nitrogen fixation activity or protection via heightened respiratory rates (9, 12). These features make regulatory optimization challenging, particularly with the heterologous expression of nitrogen fixation genes. Under diazotrophic conditions (i.e., lacking an exogenous reduced nitrogen source), nitrogenases are highly expressed [e.g., comprising up to 10% of total protein in *A. vinelandii* (13)]. Nevertheless, in heterologous expression systems, overexpression of nitrogenase proteins decreases total nitrogen fixation activity (14), perhaps due to misfolding of excess proteins (15). Nitrogen fixation evidently relies on a fine-tuned protein network stoichiometry that is well-optimized in native hosts but is often incompatible with other species (16).

Relative to regulation, sequence-level engineering of nitrogenases and their associated proteins for improved outcomes has received little attention. Prior mutagenesis studies have generally aimed to generate key insights into nitrogenase biochemical mechanisms via disruption of activity rather than to increase activity through a broader exploration of sequence space (1, 17). Only recently have the functional consequences of nitrogenase sequence variation been deeply interrogated, for example, through random mutagenesis (18), extant ortholog libraries (19), and resurrection of phylogenetically inferred ancestral proteins (20). These sequence-level studies have the potential to identify variants with improved catalytic activities, stabilities, or interactions with associated proteins, as well as compromises of two or more of these features (e.g., reduced activity but highly improved stability). Nevertheless, due to the many genetic requirements for nitrogenase activity, functional insights from these studies are unlikely to be divorced from their downstream consequences on the surrounding cellular network in both native and heterologous hosts. Sequence-level optimization might be hampered by protein network incompatibilities and/or a counterproductive regulatory response (21). Thus, successful nitrogen fixation bioengineering prospects rely upon a concerted understanding of both nitrogenase sequence and regulatory space.

In this study, we probe the regulatory response of *A. vinelandii* to a synthetic, ancestral variant of the nitrogenase catalytic protein NifD, previously resurrected from within the direct *A. vinelandii* evolutionary lineage (20). The establishment of the *A. vinelandii* genetic system, which has detailed the nitrogenase regulon structure and expression mechanisms, and the detailed physiological information available from decades of work, makes *A. vinelandii* an ideal model organism for the transformation of synthetic nitrogenase genes and downstream transcriptional characterization (1, 8, 10, 22, 23). The nitrogenase variants of the engineered *A. vinelandii* strain have reduced N_2_ reduction activity, also reflected by reduced cellular nitrogenase substrate reduction rates. Nevertheless, following an extended growth lag, the strain is capable of diazotrophic growth at rates comparable to wild type (WT). By analyzing the transcriptome of the engineered strain, we identify the gene expression patterns that accompany the sustained compatibility between the nitrogenase variant and the *A. vinelandii* host. We find that transcription levels within the immediate nitrogen fixation network, including nitrogenase and nitrogenase-related gene clusters, are highly robust to mutations in a core, catalytic component of nitrogen fixation. Rather the regulatory response is enriched for genes external to this immediate network that indirectly impact nitrogen fixation by modulating electron flux, trace metal transport, motility, stress response, and central metabolism. Our results shift focus to these ancillary cellular functions as potential engineering targets to improve the compatibility of remodeled nitrogenase proteins in diazotrophic hosts.

## RESULTS AND DISCUSSION

### An ancestral nitrogenase protein variant results in defects to *A. vinelandii* nitrogen fixation ability

To interrogate the regulatory consequences of sequence-level changes in an engineered nitrogenase gene, we selected a previously constructed *A. vinelandii* strain, “ancNif,” reported by Garcia et al. (20), in which one of the WT nitrogenase catalytic genes, *nifD* (encoding the NifD protein subunit), was replaced with a phylogenetically inferred ancestral variant (20, 24, 25) (Fig. 1A). The ancestral NifD protein sequence was reconstructed from a phylogenetic node within the extant *A. vinelandii* nitrogenase evolutionary lineage and bears ~85% protein sequence identity to WT NifD (Fig. S1 and S2). Unlike random mutagenesis or replacement with extant orthologs from divergent clades, this strategy introduced sequence variation derived from the evolutionary relationships across extant nitrogenases within a proteobacteria clade and was thus more likely to retain genomic compatibility (20).

**Fig 1:**
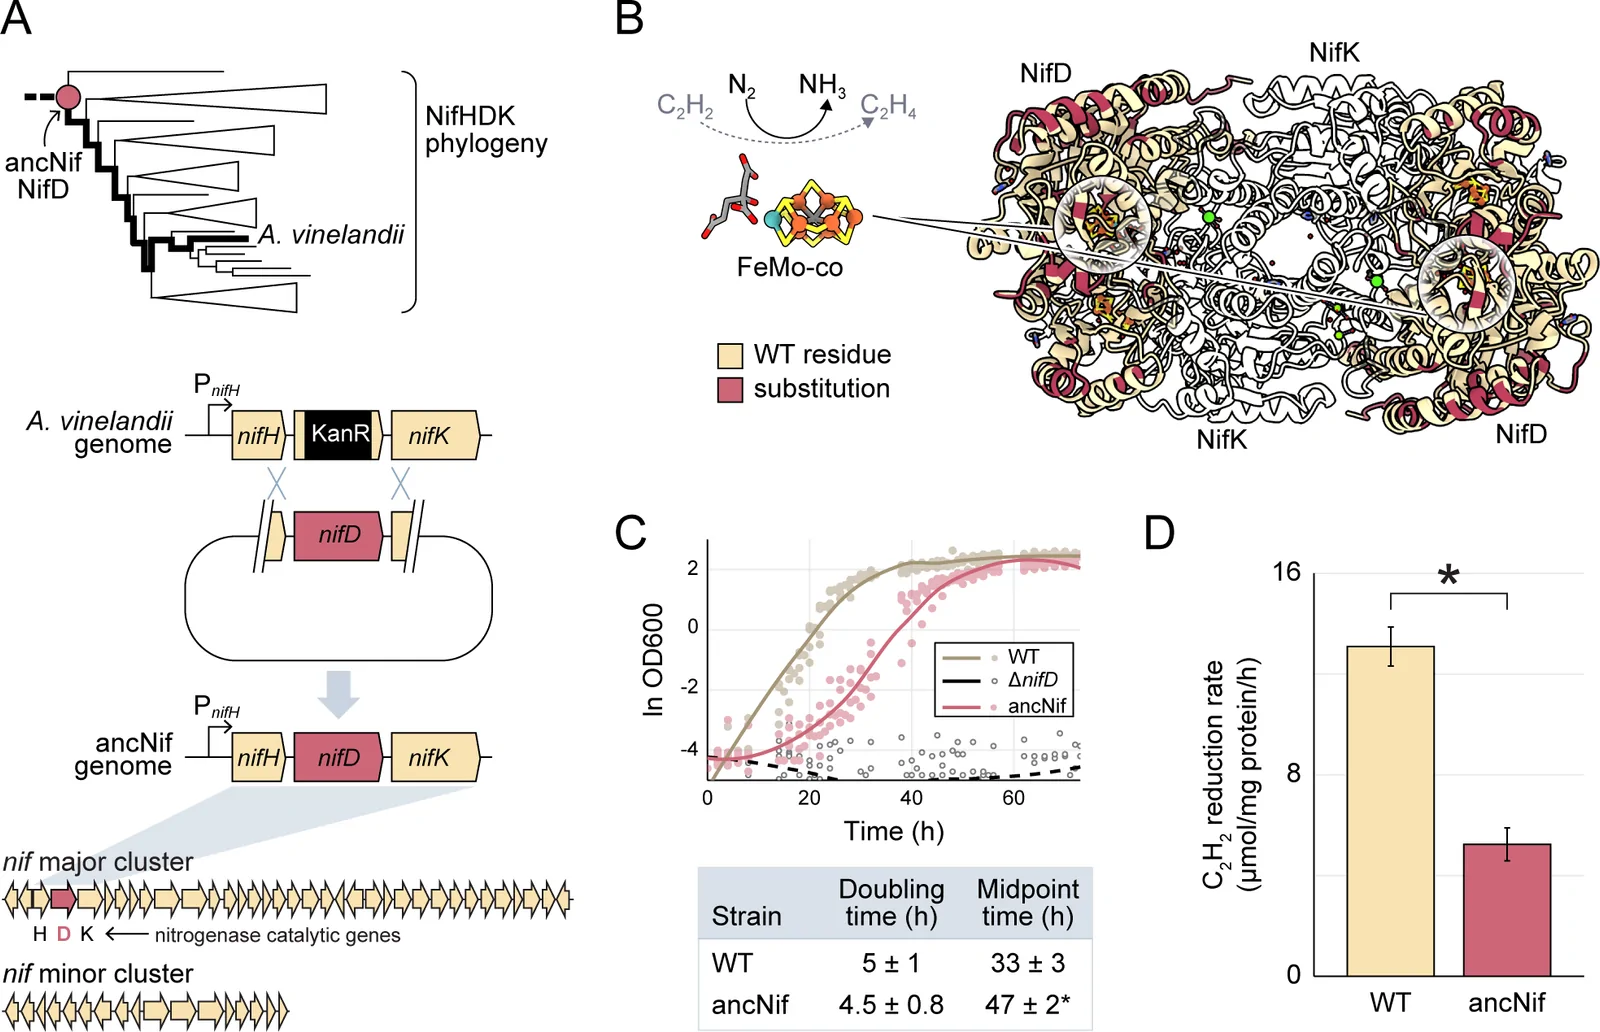
Construction and physiology of *A. vinelandii* strain ancNif harboring an ancestral nitrogenase NifD protein subunit, previously reported by Garcia et al. (20). (**A**) The protein sequence of ancestral NifD was inferred from a NifHDK protein phylogeny (the targeted ancestral NifD clade, which includes the *A. vinelandii* lineage, shown in bold). The ancestral *nifD* gene (pink) was integrated into the *A. vinelandii* genome by homologous recombination, replacing a kanamycin resistance marker (KanR) previously incorporated to knock out WT *nifD* (see Materials and Methods). The engineered ancestral gene is the only genetic perturbation within the broader *nif* major and minor clusters. (**B**) ColabFold-predicted structure of the hybrid nitrogenase catalytic tetramer, NifDK, in ancNif, generated in the present study. NifD subunits are colored tan, with residues within the ancestral NifD that are substituted relative to WT highlighted pink. NifK is shown as transparent. FeMo-co serves as both the site of N_2_ reduction to NH_3_, as well as reduction in the alternative substrate C_2_H_2_ to C_2_H_4_ (dotted arrow). (**C**) Growth curve and growth parameters of ancNif and WT. Midpoint time represents the time to the inflection point of a logistic curve fit to the growth data (26), which highlights the extended growth lag in ancNif. Average growth parameter values are tabulated (five biological replicates per strain) ±1 SD. (D) Acetylene reduction rates of ancNif and WT. The bar plot shows mean acetylene reduction rates (three biological replicates per strain) and error bars represent ±1 SD. (C-D) Asterisks indicate *P* < 0.05 relative to WT (one-way ANOVA, post-hoc Tukey HSD). (**A–**D). Figures modified from Garcia et al. (20).

NifD, together with NifH and NifK subunit proteins, comprises the molybdenum- (Mo-) nitrogenase complex. Although *A. vinelandii* also possesses genes encoding vanadium- (V-) and iron- (Fe-)nitrogenase isozymes, which differ in their metal dependencies and expression conditions (27), only *nifD* has been replaced with an ancestral variant in the ancNif strain. Therefore, the Mo-nitrogenase in ancNif is a hybrid enzyme complex of ancestral and WT subunits (Fig. 1B). The NifD protein subunit binds the iron-molybdenum metallocluster (FeMo-co) that serves as the site for nitrogenase substrate reduction and together with NifK comprises the heterotetrameric catalytic component of nitrogenase. Electrons are delivered to the NifD active site via transient interactions between NifDK and the homodimeric nitrogenase reductase component NifH.

Garcia et al. previously demonstrated that strain ancNif exhibits a comparable diazotrophic growth rate to that of WT *A. vinelandii*, albeit with a ~14 h growth lag (Fig. 1C) (20). Growth rates were assessed under molybdenum-replete conditions, under which the hybrid Mo-nitrogenase is expressed and the alternative V- and Fe-nitrogenases are repressed (8). The Mo-nitrogenase activity of ancNif in the mid-log phase was previously found to be diminished (~40% that of WT), as detected by decreased cellular reduction rates of the nitrogenase substrate, acetylene (Fig. 1D) (20). This reduction in activity was confirmed by both nitrogenase immunodetection and purified enzyme activity assays to be due to reduced nitrogenase activity rather than reduced nitrogenase protein concentration (20). Purified ancNif nitrogenase exhibited ~30% N_2_ reduction activity of WT nitrogenase, though the efficiency of ancNif nitrogenase (~1.95, quantified by the ratio of reduced N_2_ to evolved H_2_) was comparable to that of WT (~2.10). Taken together, strain ancNif displays a measurable phenotypic defect while still retaining sufficient diazotrophic activity to eventually sustain cell growth at WT rates. Thus, ancNif is a suitable target for investigations into the transcriptional consequences of sequence-level nitrogenase perturbations, as well as for probing how *A. vinelandii* is capable of accommodating a less active nitrogenase variant.

### Gene expression patterns within the nitrogen fixation network are resilient to nitrogenase perturbations

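*Azotobacter vinelandii* is an aerobic soil bacterium that fixes nitrogen. Strain ancNif carries, in place of its own *nifD*, an inferred ancestral version of this gene, which encodes the alpha subunit of the catalytic component of the molybdenum nitrogenase. The paper's list of strains also gives ancNif, and not WT, as RifR (rifampicin resistant). It was made from strain DJ2278, whose *nifD* had been replaced by a kanamycin resistance marker. RNA-Seq libraries of 3 WT and 3 ancNif samples were analyzed. The figure legends call them biological replicates, and the paper's text does not say whether they came from separate cultures, so the p-values measure the spread between these samples, which may be partly technical. The strains were harvested at the same optical density and not after the same hours of growth, so hours of culture differ between the strains in every library.
The authors trimmed the paired reads, aligned them to the *A. vinelandii* DJ genome with BWA-MEM and counted reads per gene with HTSeq. The counts assigned to genes were 5842181, 4919348 and 4996982 in WT replicates 1, 2 and 3, and 5981046, 5321278 and 5877016 in ancNif replicates 1, 2 and 3, with a median of 286 counts per gene and library. Of the 5051 genes counted, 36 had no count in any library and the other 5015 were tested. The counts were scaled by TMM (trimmed mean of M-values), given as CPM (TMM-normalized counts relative to library size) and compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested. Transcript levels are the authors' FPKM. The strandedness of the libraries is not given in the sources used here, so reads of overlapping or antisense genes may be shared. Reads of the ancestral *nifD* were aligned to the WT gene, so its count depends on how many of them matched.
The variation between replicates of a strain, as the biological coefficient of variation, was 19.0%. When counts were simulated for these 5015 genes with the libraries' totals and spread, the test recovered 50 of 50 genes changed by a log2 fold change of 2, 42 of 50 changed by 1, and 1 of 50 changed by 0.5. The changed genes were drawn from those above a low count cutoff, so recovery may be lower for genes with few counts. The simulation held no shift of a whole library. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1. The first principal component separated the strains and held 56.3% of the variance. The second held 21.1% and set WT replicate 1, at 24.9, apart from WT replicates 2 and 3, at -9.21 and -14.5.

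**Figure D1:**
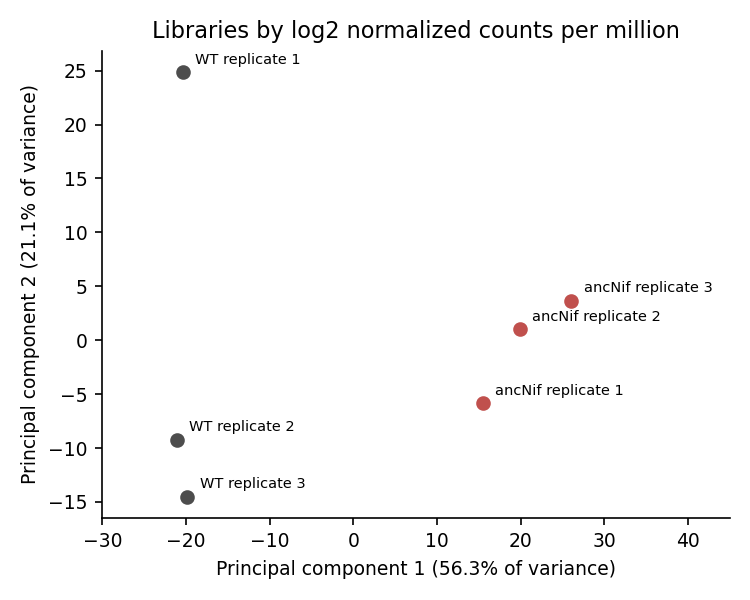
Principal component scores of the 6 libraries from TMM-normalized log2 CPM, with component 1 (56.3% of the variance) on the horizontal axis and component 2 (21.1%) on the vertical axis. WT libraries lie left and ancNif libraries right, and WT replicate 1 lies above the other WT libraries.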

We analyzed the transcriptome of the engineered ancNif strain sampled under mid-log (OD600 ≈ 0.7; after ~20 h for WT and ~35 h for ancNif), diazotrophic growth conditions by RNA-Seq. 

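Transcripts of 293 genes were higher and those of 117 genes were lower in ancNif at an adjusted p under 0.05 from edgeR's quasi-likelihood test, which together are 8.12% of the genes counted. The higher genes had a median log2 fold change of 1.16 and the lower genes one of -0.79. Among the genes that rose were *crp*, which encodes the cyclic AMP receptor protein, with a log2 fold change of 1.81 (standard error 0.25, adjusted p = 0.00465 from edgeR's quasi-likelihood test), and *cas1*, a CRISPR adaptation gene, with 1.70 (standard error 0.18, adjusted p = 0.000965 from the same test). Among those that fell was *nuoE*, a subunit of NADH dehydrogenase, with -0.87 (standard error 0.12, adjusted p = 0.00411 from the same test). Over all genes tested, called or not, 27.8% had every ancNif library on the same side of every WT library, an arrangement that chance gives to 10% of genes. The authors' deposited table calls 405 genes, and 402 of them are among the 410 called here, with the same direction.
The number of genes called lower depended on which libraries were used. It was 242, 17 and 34 without WT replicates 1, 2 and 3, and 92, 30 and 20 without ancNif replicates 1, 2 and 3. The number of higher genes was 412, 160 and 207 without WT replicates 1, 2 and 3, and 274, 201 and 174 without ancNif replicates 1, 2 and 3. The median log2 fold change of the 117 lower genes stayed between -0.81 and -0.76 in these fits. Those genes were chosen as called with all libraries, so this median could hardly move.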

Relative to WT strains cultured under the same conditions, we identified 405 genes (out of 5,051 mapped genes; ~8%) that are significantly differentially expressed (adjusted *P* < 0.05), with 293 genes (~6%) having increased transcript abundance in ancNif and 112 genes (~2%) with decreased transcript abundance in ancNif (Fig. 2; Supplemental file 2). Of those genes exceeding this significance threshold, 57 genes had at least a log_2_ fold change of 2 in the ancNif strain compared to WT, either increased (54 genes) or decreased (three genes) transcript abundance. 

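At the same adjusted p, 52 genes had a log2 fold change of 2 or more and 1 gene had -2 or less. The genes that rose included Avin_02940, whose product is annotated as both the ligase and the decarboxylase that convert phosphopantothenate during coenzyme A synthesis, with a log2 fold change of 4.39 (standard error 0.23, adjusted p = 3.21e-05 from edgeR's quasi-likelihood test). They also included *algE7*, which encodes a secreted alginate epimerase and lyase, with 3.70 (standard error 0.29, adjusted p = 0.000211 from the same test), and *phoR*, the sensor kinase of the phosphate regulon, with 2.93 (standard error 0.13, adjusted p = 2.08e-05 from the same test). The gene that fell was Avin_02150, which encodes a hypothetical protein and was named after its values were seen. It had 9, 11 and 8 counts in WT replicates 1, 2 and 3 and 2, 1 and 1 in the ancNif replicates, with a log2 fold change of -2.79 (standard error 0.51, adjusted p = 0.0146 from the same test). Its adjusted p ranged from 0.0219 to 0.0744 when each library in turn was left out, and its call ended without WT replicate 2 (0.0646), ancNif replicate 2 (0.0589) or ancNif replicate 3 (0.0744). The number of genes at -2 or less was 0 without WT replicate 2 or ancNif replicate 3, 3 without WT replicate 3 or ancNif replicate 2, and 5 without WT replicate 1 or ancNif replicate 1.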

We identified five clusters of gene response types in ancNif: three clusters among the 293 genes with increased transcript abundance in ancNif and two clusters among the 112 genes with decreased transcript abundance in ancNif (Fig. 2B; Supplemental file 3).

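Clusters 1, 2 and 3 of the paper's Supplemental file 3 hold 112, 88 and 93 genes, and clusters 4 and 5 hold 75 and 37. Cluster 1 holds 17 type IV pilus genes and had a median log2 fold change of 1.68. Its median log2(FPKM + 1) over genes, taken separately in each strain, was 5.34 in WT and 7.69 in ancNif. Cluster 2 holds 1 pilus gene and 1 gene of the *nif* clusters, cluster 3 holds the other *nif* gene, and their median log2 fold changes were 0.99 and 0.96. Cluster 4 holds 7 genes of the TCA cycle and 1 gene of the *mod1* cluster, with a median of -0.71. Of the 5 clusters it had the highest median log2(FPKM + 1) in WT, at 8.12. Cluster 5 holds all 6 genes from Avin_10510 to Avin_10560, which include *fixABCX*, with 2 genes of the *mod1* cluster and a median of -1.06. Of these genes, all passed edgeR's quasi-likelihood test except *ftsK* in cluster 3 and *nuocd* and *nuoN* in cluster 4. The clusters were formed by the authors on these libraries, so their medians are not independent evidence of a direction.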

**Fig 2:**
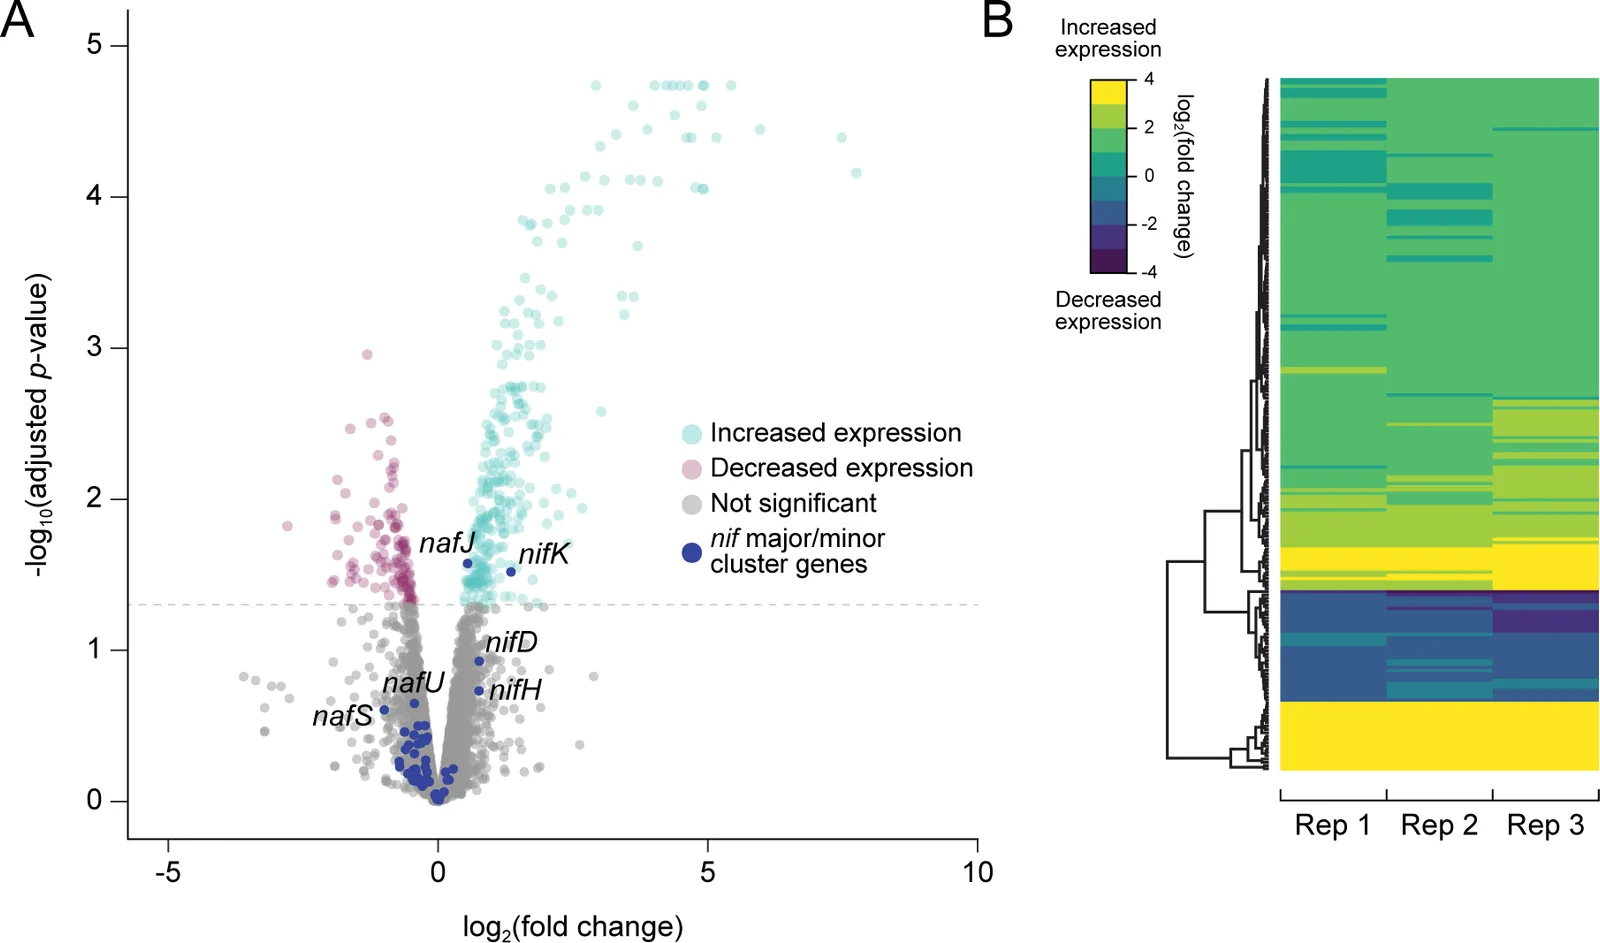
Global differential gene expression in strain ancNif relative to WT. (**A**) Volcano plot highlighting significantly differentially expressed genes in ancNif vs WT, defined by an adjusted *P* < 0.05. Data points corresponding to *nif* major or minor cluster genes are indicated in dark blue (see Fig. 3). (**B**) Clustering of gene expression patterns across three biological replicates of ancNif.

**Fig 3:**
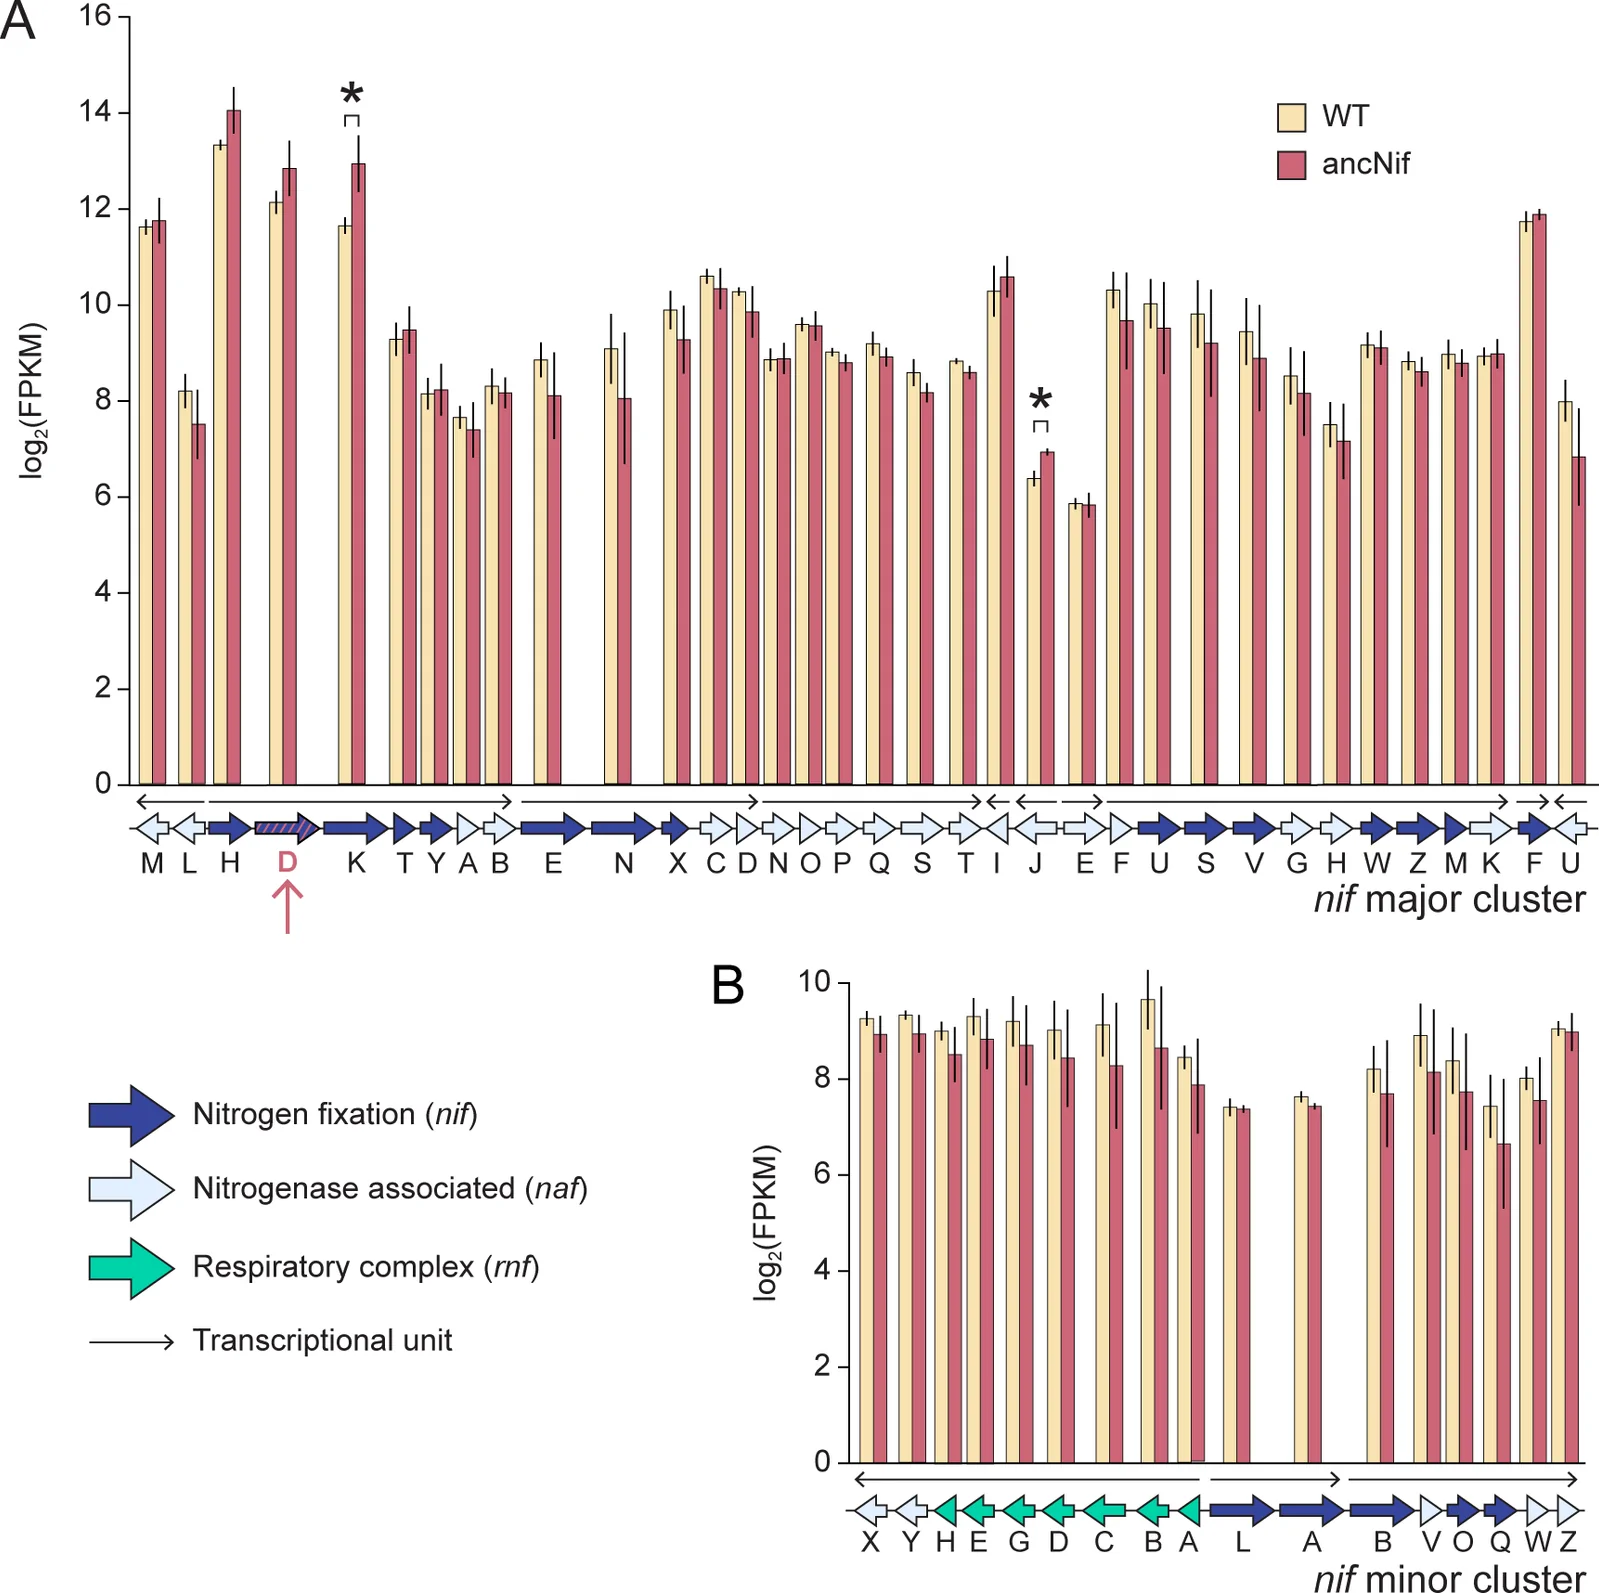
Transcription levels across the (**A**) *nif* major and (**B**) *nif* minor clusters of ancNif and WT *A. vinelandii* strains, expressed as fragments per kilobase per million mapped reads (FPKM). Bars represent mean values across three biological replicates per strain, and error bars indicate ±1 SD. Asterisks indicate adjusted *P* < 0.05. Gene and transcriptional unit annotations from Del Campo et al. (10), the latter which mirrors operon predictions based on the transcriptional data presented here (Supplemental file 4).

Because our genetic manipulation targeted the catalytic *nifD* gene, we investigated whether nitrogen-fixation-related genes were among those differentially expressed in the ancNif strain. We hypothesized that this manipulation would result in modifications to protein stoichiometries within the immediate nitrogen fixation network, accommodating a hybrid nitrogenase enzyme with reduced catalytic activity. In *A. vinelandii,* genes within the immediate network of the molybdenum-dependent nitrogenase are arranged into two distinct clusters, the *nif* major (Avin_01360 to Avin_01720) and minor clusters (Avin_50900 to Avin_51060) (10, 28) (Fig. 3) (10). The major cluster includes the *nifHDK* catalytic genes, and both clusters include other *nif* genes important for nitrogenase assembly, metallocluster biosynthesis, and regulation. Interspersed among *nif* cluster genes are *naf* genes (nitrogenase-associated factors) that support assembly and biosynthesis, though many are not strictly required for diazotrophy and/or have unknown functions (10). The minor cluster contains *rnf* genes that form one of two respiratory complexes that direct electron flow to nitrogenase in *A. vinelandii* (the other is encoded by *fix* genes located elsewhere on the genome) (29). Predicted operons within the *nif* major and minor clusters mirror those previously reported (10, 30) (Supplemental file 4). Finally, the dedicated genes for V- and Fe-nitrogenases in *A. vinelandii* are housed in *vnf* and *anf* clusters, respectively, though nitrogen fixation by these alternative nitrogenases has previously been shown to also be supported by expression of certain *nif* genes (8, 10, 27).

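*nifH*, which encodes the iron protein that delivers electrons to the catalytic component, had a mean log2(FPKM) of 13.31 ± 0.09 (SD, n = 3) in WT and 14.03 ± 0.47 (SD, n = 3) in ancNif. *nifD* and *nifK*, which encode the alpha and beta subunits of the catalytic component, had 12.14 ± 0.22 and 11.63 ± 0.15 (SD, n = 3 each) in WT and 12.85 ± 0.56 and 12.92 ± 0.57 (SD, n = 3 each) in ancNif. These genes lie next to each other on the plus strand of the DJ genome, *nifH* from 136759 to 137631, *nifD* from 137758 to 139236 and *nifK* from 139337 to 140908, and the authors' operon prediction places them in the same operon. The other 49 genes of the *nif* major and minor clusters had a median log2(FPKM) of 8.99 in WT and 8.60 in ancNif. The lowest of them was Avin_01600, at 5.84 in WT and 5.81 in ancNif. The highest was *nifF*, which encodes a flavodoxin that donates electrons to nitrogenase, at 11.72 ± 0.20 in WT and 11.87 ± 0.10 in ancNif (SD, n = 3 each), and in WT it differed from *nifK* by less than the replicates' spread.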

In both WT and ancNif strains, the catalytic nitrogenase genes, *nifHDK*, are the most highly expressed (log_2_(FPKM) ≈ 12–14, top 1% of all gene expression levels) relative to other genes within the major and minor *nif* clusters. In fact, in ancNif, *nifH* is the fourth most highly expressed gene in our data set (*nifD* and *nifK* ranked within the top 12), supporting previous findings that nitrogenase subunits constitute a significant percentage of total protein in nitrogen-fixing *A. vinelandii*. 

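Ranked by mean log2(FPKM) among all genes, *nifH* stood at 6 in WT and 4 in ancNif, *nifD* at 16 and 12, and *nifK* at 27 and 10. When each ancNif library in turn was left out, *nifH* ranged from rank 3 to 6 in ancNif, *nifD* from 10 to 13 and *nifK* from 9 to 12. The genes above *nifH* in ancNif were Avin_20070, which encodes a ComEA-related protein, *oprI*, which encodes an outer membrane lipoprotein, and Avin_16040, which encodes a hypothetical protein. Avin_20070 had a mean log2(FPKM) of 14.98 ± 0.29 (SD, n = 3) in ancNif, where it ranked 1, and 7.42 ± 0.59 (SD, n = 3) in WT, where it ranked 938. Its FPKM was above that of every WT library in each ancNif library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). *oprI* ranked 1 in WT and 2 in ancNif.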

Little expression was observed for *vnf* and *anf genes* (e.g., ~600-fold decreased expression of catalytic *vnfHDK* or *anfHDK* genes relative to *nifHDK*), which was expected since alternative nitrogen fixation in *A. vinelandii* is predicted to be repressed under the tested, molybdenum-replete, diazotrophic conditions (8).

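The summed FPKM of *nifHDK* was 428 ± 83.9 (SD, n = 3) times that of *vnfHDK*, the genes of the vanadium nitrogenase, in WT and 580 ± 206 (SD, n = 3) times in ancNif. Relative to *anfHDK*, the genes of the iron-only nitrogenase, it was 671 ± 106 (SD, n = 3) times in WT and 791 ± 419 (SD, n = 3) times in ancNif. Neither ratio separated the strains (exact permutation test, two-sided, p = 0.2 for *vnfHDK* and p = 1 for *anfHDK*). In WT, mean log2(FPKM) was 4.40 for *vnfH*, 3.18 for *vnfD* and 3.56 for *vnfK*, and 2.00 for *anfH*, 2.71 for *anfD* and 4.02 for *anfK*. On the minus strand of the DJ genome, *vnfK* lies from 247952 to 249379, *vnfD* from 249776 to 251200 and *vnfH* from 252507 to 253379. The 3 nitrogenases are paralogous, and reads of the highly expressed *nif* genes that the authors' counting gave to a *vnf* or *anf* gene would raise these low values.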

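Of the 52 genes measured in the *nif* major cluster (Avin_01360 to Avin_01720) and the *nif* minor cluster (Avin_50900 to Avin_51060), which encode the molybdenum nitrogenase, its assembly and cofactor synthesis, its regulators and the Rnf complex, 2 were higher in ancNif, none was lower and 50 did not pass edgeR's quasi-likelihood test. Adjusted over the list alone, again 2 were higher and 0 lower. At an unadjusted p under 0.05, 4 were higher and 0 lower. *nifH* had a log2 fold change of 0.76 (standard error 0.24, adjusted p = 0.108) and *nifD*, the replaced gene, one of 0.76 (standard error 0.29, adjusted p = 0.178), both from edgeR's quasi-likelihood test. DESeq2's Wald test, edgeR's exact test and edgeR's likelihood ratio test each called 3 genes higher and 0 lower, *nifH* among them, while limma-voom called 2 higher and 0 lower. No gene was called without WT replicate 2, WT replicate 3 or ancNif replicate 2, and 1 was called without ancNif replicate 3. Without ancNif replicate 1, *nifK* was higher and 4 genes were lower, *nifN*, *rnfB1*, Avin_01720 and Avin_51050.

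**Figure D2:**
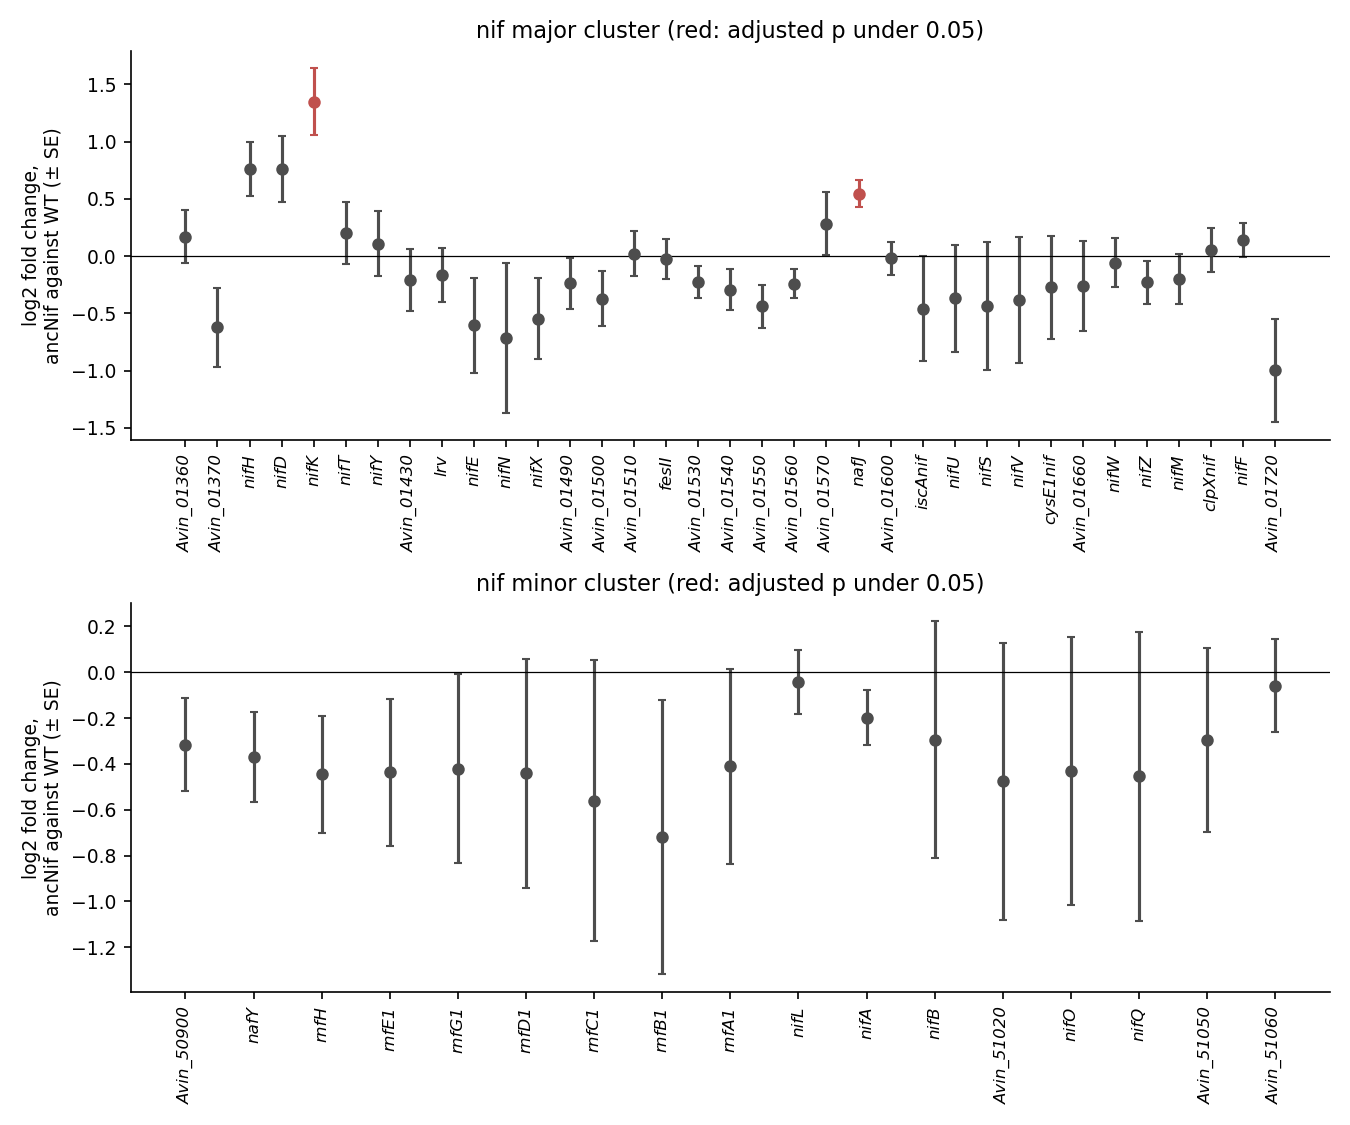
Log2 fold change of ancNif relative to WT for the 35 genes of the *nif* major cluster and the 17 genes of the *nif* minor cluster, in the order of their locus tags, with bars for 1 standard error. Red points mark *nifK* and *nafJ*, which passed edgeR's quasi-likelihood test at an adjusted p under 0.05, and the points of all 17 minor cluster genes lie under 0.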

Contrary to our hypothesis, we found that the expression of genes within the immediate nitrogen fixation network is largely unaffected by the replacement of an ancestral NifD variant in ancNif. 

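*nifK* (Avin_01400) encodes the beta subunit of the catalytic component of nitrogenase. It rose from 6728 ± 1081 CPM (SD, n = 3) in WT to 17157 ± 7046 (SD, n = 3) in ancNif, a log2 fold change of 1.35 (standard error 0.29, adjusted p = 0.0280 from edgeR's quasi-likelihood test) and a fold change of 2.55. *nafJ* (Avin_01580), annotated as an ATP-binding protein of an ABC transporter, rose from 121 ± 6.72 to 177 ± 7.38 CPM (SD, n = 3 each), a log2 fold change of 0.55 (standard error 0.11, adjusted p = 0.0259 from the same test) and a fold change of 1.46. For both genes each ancNif library was above each WT library. The adjusted p of *nifK* ranged from 0.0230 to 0.126 when each library in turn was left out, and its call ended without WT replicate 2 (0.126), WT replicate 3 (0.0556) or ancNif replicate 2 (0.0578). That of *nafJ* ranged from 0.0150 to 0.119, and its call held only without WT replicate 1.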

Only two genes within the *nif* major and minor clusters showed significant increases in expression: the nitrogenase catalytic gene, *nifK* (Avin_01400; fold change ≈ 2.4), and an uncharacterized gene with an ABC transporter domain, *nafJ* (Avin_01580; fold change ≈ 1.5) (Fig. 3; Supplemental file 2). Thus, relative stoichiometries of gene products across the *nif* clusters are expected to remain unchanged in ancNif. 

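The transcript ratio of *nifK* to *nifD*, from the FPKM of each library on the log2 scale, was -0.51 ± 0.09 (SD, n = 3) in WT and 0.07 ± 0.01 (SD, n = 3) in ancNif. That of *nifK* to *nifH* was -1.68 ± 0.16 in WT and -1.11 ± 0.12 in ancNif, and that of *nifH* to *nifD* was 1.16 ± 0.25 and 1.18 ± 0.12 (SD, n = 3 each). In both ratios with *nifK* every ancNif library was above every WT library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow, and 0.15 after Benjamini-Hochberg adjustment over the 3 ratios). The ratio of *nifH* to *nifD* did not separate the strains (exact permutation test, p = 0.9). The genes after *nifK* in the same predicted operon are *nifT*, from 141040 to 141258, and *nifY*, from 141263 to 141991 on the DJ genome. They had log2 fold changes of 0.20 (standard error 0.27, adjusted p = 0.713) and 0.11 (standard error 0.28, adjusted p = 0.858) from edgeR's quasi-likelihood test. Without ancNif replicate 1 the values of *nifT* and *nifY* turned negative, at -0.03 and -0.17, and without WT replicate 1 that of *nifY* was -0.06. Ratios with *nifD* depend on how many reads of its ancestral sequence aligned to the WT gene.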

No genes within the *nif, vnf*, or *anf* clusters were found to have significantly lower expression in ancNif compared to WT. Together, these results suggest that nitrogen-fixation-related gene expression is remarkably robust to sequence-level perturbation to nitrogenase.

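Of 13 *vnf* genes measured, 2 were higher in ancNif, none was lower and the others did not pass edgeR's quasi-likelihood test. They were *vnfA2*, a regulator that acts with sigma 54, at a log2 fold change of 1.46 (standard error 0.17, adjusted p = 0.00194), and *vnfD*, the alpha subunit of the vanadium nitrogenase, at 0.78 (standard error 0.16, adjusted p = 0.0213 from edgeR's quasi-likelihood test). Of 8 *anf* genes, 2 were higher and none was lower. They were *anfD*, at 1.14 (standard error 0.19, adjusted p = 0.0112), and *anfG*, at 1.46 (standard error 0.31, adjusted p = 0.0277 from the same test), which encode the alpha and delta subunits of the iron-only nitrogenase. Adjusted over the list alone, 2 *vnf* and 4 *anf* genes were higher. No gene of either list was lower at an unadjusted p under 0.05, where 3 *vnf* and 4 *anf* genes were higher, or by DESeq2, edgeR's exact and likelihood ratio tests or limma-voom, each of which called 2 *vnf* and 2 *anf* genes higher. The levels stayed low, at 29.9 ± 2.56 CPM (SD, n = 3) for *vnfD* and 6.06 ± 0.828 (SD, n = 3) for *anfG* in ancNif. When each of the 6 libraries in turn was left out, *vnfA2* held in every fit, *anfD* in 5 (adjusted p from 0.0150 to 0.0572, the highest without ancNif replicate 3), *vnfD* in 2 (0.0297 to 0.0712) and *anfG* in 1 (0.0309 to 0.0993).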

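Taken as lists and compared with all other genes by limma's camera with a preset correlation of 0.01, the *nif* genes of the major cluster had a median log2 fold change of -0.22 and did not pass (adjusted p = 0.311). All 17 genes of the minor cluster had negative log2 fold changes, from -0.72 to -0.04 with a median of -0.42, and that list was lower (adjusted p = 0.0110 from camera), although none of its genes was called alone. With an estimated correlation it was not (adjusted p = 0.629 with an estimated correlation). Camera with the preset correlation also called 4 to 15 lists in splits that mixed the strains, so its adjusted p alone is weak evidence. Without ancNif replicate 1 the camera test also called the major cluster lower (adjusted p = 0.00235), while without WT replicate 3 or ancNif replicate 3 the minor cluster was no longer called (adjusted p = 0.0956 and 0.212). The minor cluster's median was -0.94 without ancNif replicate 1, -0.16 without WT replicate 3 and -0.10 without ancNif replicate 3. The *vnf* genes, with a median of 0.33, and the *anf* genes, with a median of 0.43, were higher as lists (adjusted p = 0.00379 and 0.00781 from camera), and neither was with an estimated correlation (adjusted p = 0.174 and 0.291 with an estimated correlation). Without WT replicate 1 the *anf* list was not called (adjusted p = 0.0722). From the small number of *nif* genes past its threshold, against its hypothesis that replacing NifD would shift the amounts of nitrogenase proteins, the paper proposes that expression of nitrogen fixation genes tolerates a change in the sequence of nitrogenase.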

### Regulatory response is enriched in cellular functions outside the immediate nitrogen fixation network

We expanded our focus to analyze the regulatory response across cellular functions outside of the immediate nitrogen fixation network (i.e., outside of the major and minor *nif* clusters) that might otherwise be indirectly impacted by perturbation of the nitrogenase enzyme. We found several genes encoding proteins that are associated with pilus formation, molybdenum transport, electron transport, and central carbon metabolism to be among those with the largest expression changes in ancNif relative to WT (Fig. 4).

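Grouped by the lists of genes fixed for the comparison, the type IV pilus genes had the largest median log2 fold change of the 34 lists, 4.23, and the genes of the *fix* cluster had -1.63, next to cellulose synthase genes, which had the lower median of the 2 without WT replicate 3 (-1.73 against -1.43), ancNif replicate 1 (-1.68 against -1.66) or ancNif replicate 3 (-1.37 against -1.34). The *mod1* cluster, which encodes the molybdate transporter, had a median of -0.82, the molybdenum storage genes *mosA* and *mosB* one of -0.76 and the genes of the TCA cycle one of -0.40. The median over all genes tested was -0.05. Of 33 lists tested by limma's camera with a preset correlation of 0.01, 10 were higher and 7 lower at an adjusted p under 0.05. The same test called 4 to 15 lists in splits that mixed the strains. By limma's fry, which tests a list against no change and not against the other genes, 16 lists passed. With an estimated correlation 0 passed camera, and the smallest adjusted p was shared by several lists (adjusted p = 0.174 with an estimated correlation). The pilus list was among them although 18 of its 19 genes were called, so not passing there is little evidence against a list. The 3 genes of the glyoxylate shunt had a median of 0.03 with members in both directions. Lists of genes used for protein synthesis lay near the median of all genes with all libraries, at -0.05 for 55 ribosomal protein genes and 0.01 for 22 aminoacyl-tRNA synthetase genes. The ribosomal median was 0.08 without WT replicate 1. Without ancNif replicate 1 it was -0.21 and that list was lower (adjusted p = 0.00626 from camera). The lists of pilus, molybdenum, *fix* and TCA cycle genes follow groups that the paper discusses from these libraries, so they are not independent evidence of their directions.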

**Fig 4:**
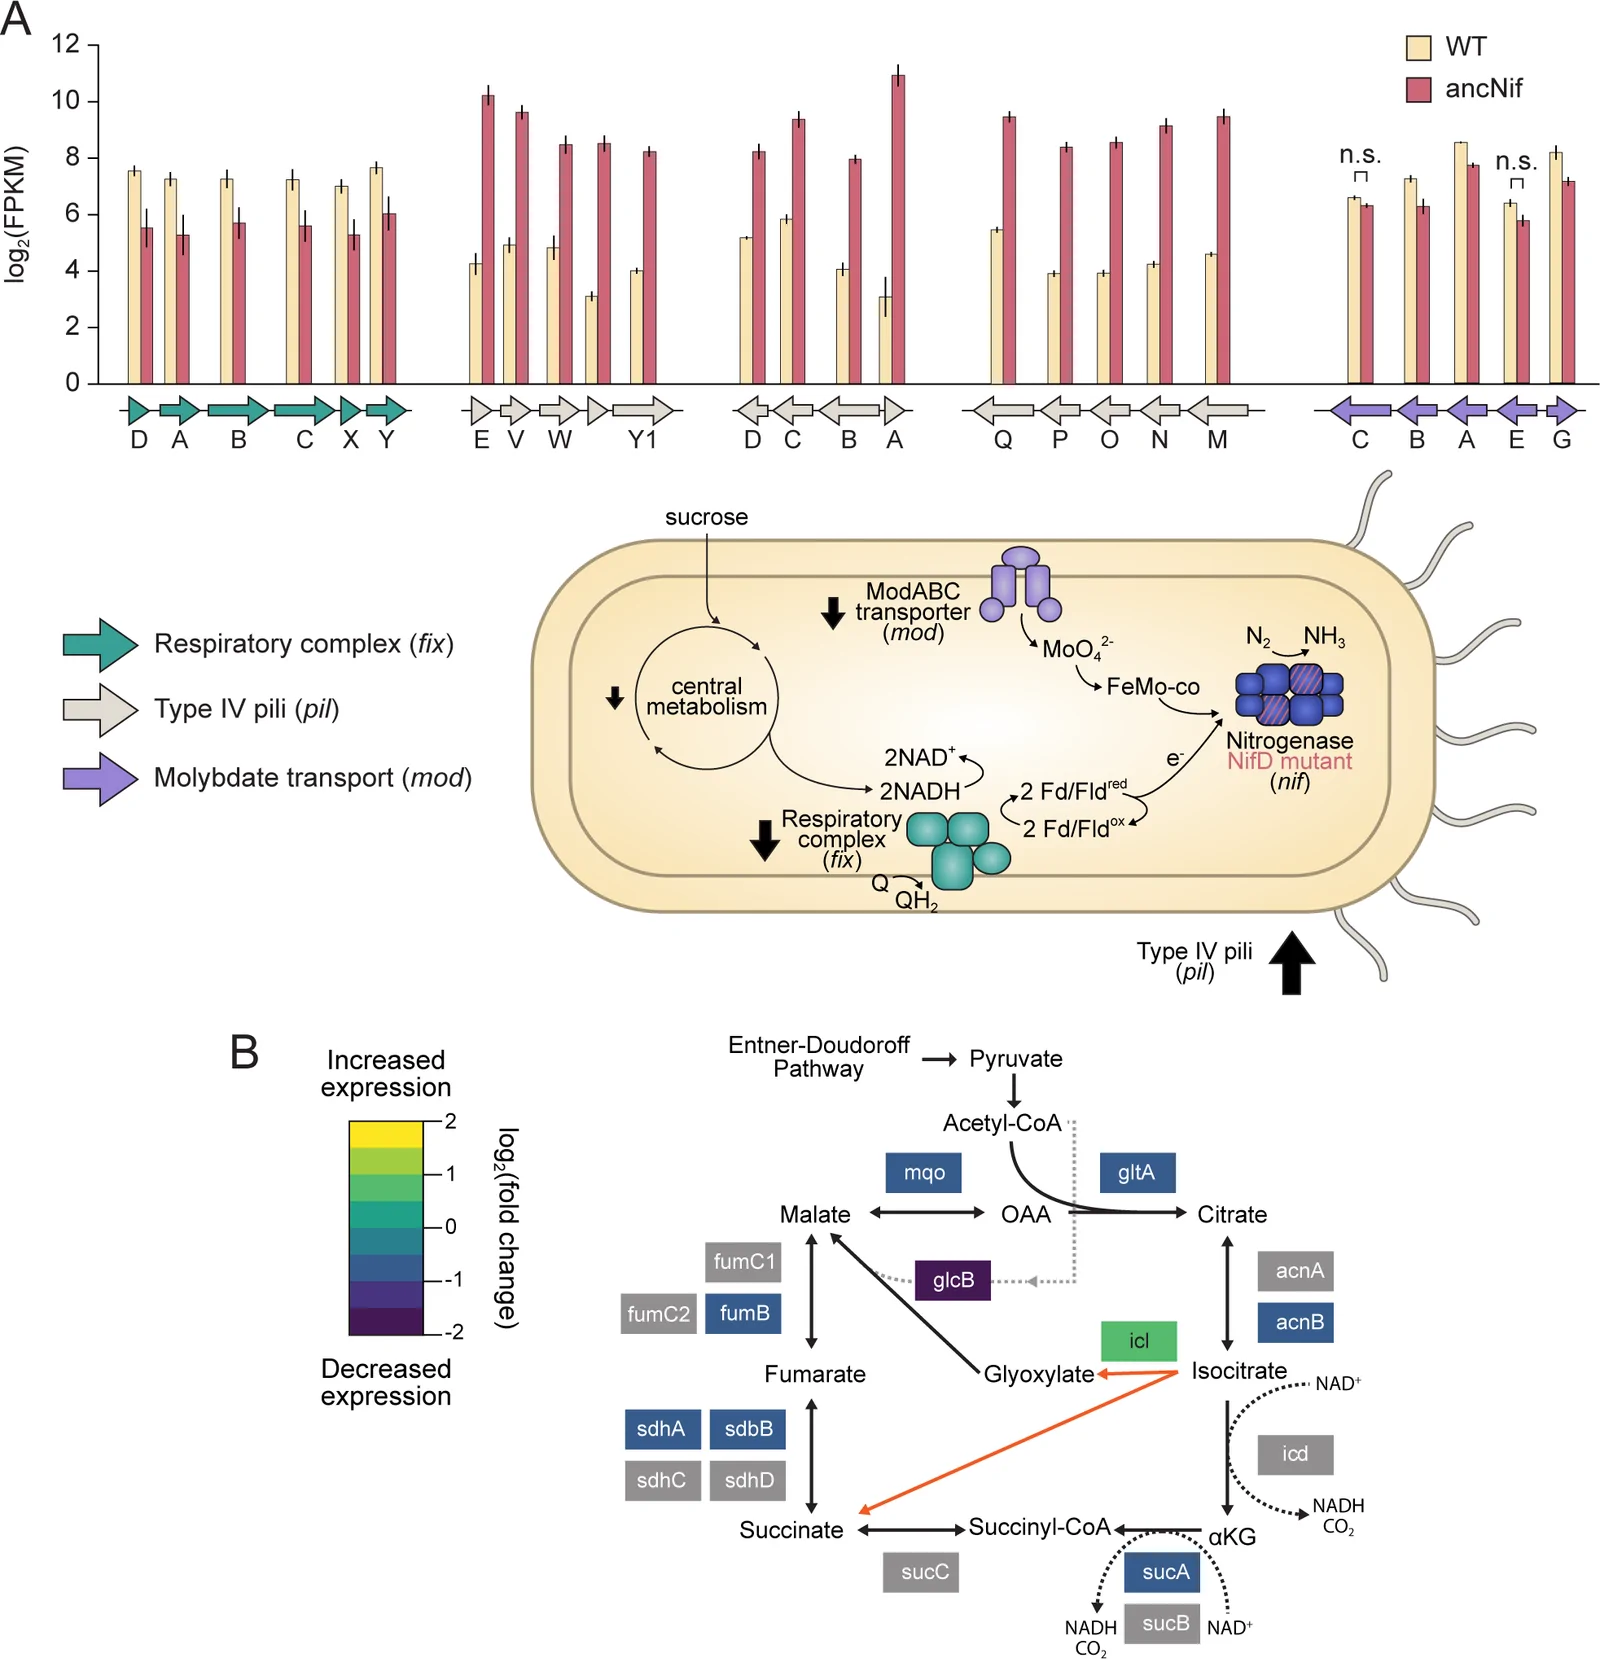
Differentially expressed genes encoding proteins involved in cellular functions external to the immediate nitrogen fixation network in ancNif. (**A**) Transcript levels across representative clusters related to respiration, motility, stress response, and molybdate transport. Bars represent mean values across three biological replicates per strain, and error bars indicate ±1 SD. Adjusted *P* < 0.05 for all genes except those labeled as not significant (“n.s.”). Schematic illustrates the relevance of cellular functions to nitrogen fixation in *A. vinelandii*. Arrows next to each cellular component signify associated gene expression changes relative to WT, with arrow thickness roughly corresponding to the magnitude of change and arrow direction indicating either increased expression in ancNif (arrow pointing upward) or decreased expression in ancNif (arrow pointing downward). (**B**) Transcription fold change levels mapped to the tricarboxylic acid cycle. Gene products colored in gray are not significantly differentially expressed in ancNif (adjusted *P* < 0.05). The glyoxylate shunt, mediated by the *icl* gene product, is highlighted in orange.

#### Pilus formation

Of the 50 genes with the largest increases in expression in ancNif (~1% of all mapped genes), 16 are related to Type IV pilus structure, assembly, and regulation, and have fold changes > 4 relative to WT. 

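Of 19 type IV pilus genes measured, 18 were higher in ancNif at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and all 19 were when adjusted over the list alone. None was lower by this test, at an unadjusted p under 0.05 or by DESeq2, edgeR's exact and likelihood ratio tests or limma-voom, and 18 were higher by each of these tools and without each library in turn. The gene that did not pass, *pilF*, was named after its values were seen and had a log2 fold change of 0.34 (standard error 0.12, adjusted p = 0.157 from edgeR's quasi-likelihood test). Among the 50 largest increases were 16 pilus genes, 2 genes of DNA uptake (Avin_20070 and *dprA*) and 16 genes annotated as hypothetical proteins. Avin_11860 is counted both as a pilus gene and as a hypothetical one. The smallest log2 fold change among the 50 was 2.02. *pilG*, which encodes a response regulator of pilus motility, rose from 31.7 ± 6.05 to 934 ± 206 CPM (SD, n = 3 each), a log2 fold change of 4.88 (standard error 0.25, adjusted p = 2.47e-05 from edgeR's quasi-likelihood test). As a list the pilus genes were higher (adjusted p = 2.46e-35 from camera, which also called lists in splits that mixed the strains). With an estimated correlation they were not (adjusted p = 0.174 with an estimated correlation), although 18 of the 19 were called alone. The paper names most of these genes from the same libraries, so the list is not independent evidence of a rise.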

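*pilA* (Avin_12104), from 1164228 to 1164725 on the plus strand of the DJ genome, had 17, 47 and 34 counts in WT replicates 1, 2 and 3 and 5506, 7124 and 10362 counts in the ancNif replicates. It rose from 6.34 ± 3.20 CPM (SD, n = 3) in WT to 1358 ± 452 (SD, n = 3) in ancNif, a log2 fold change of 7.75 (standard error 0.49, adjusted p = 6.53e-05 from edgeR's quasi-likelihood test), or 216-fold. By mean log2(FPKM) it ranked 4466 among all genes in WT and 50 in ancNif. When each library in turn was left out, its log2 fold change ranged from 7.39 to 8.13 and its call held.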

In fact, the gene with the largest increase in expression in ancNif (~230-fold increase in expression relative to WT) is *pilA,* which codes for the major, filament-forming pilin protein (31). 

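The pilin-like genes *pilE*, *pilV* and *pilW* and the tip adhesin gene *pilY1* lie in 1 predicted operon, from 1134822 to 1140622 on the plus strand of the DJ genome. Their log2 fold changes were 5.97 for *pilE* (standard error 0.32), 4.69 for *pilV*, 3.63 for *pilW* and 4.23 for *pilY1*, and Avin_11860, a conserved hypothetical gene between *pilW* and *pilY1*, had 5.43. Next to *pilA*, on the minus strand, lie *pilD*, *pilC* and *pilB*, from 1159685 to 1163699, which encode the prepilin peptidase, an inner membrane platform protein and the ATPase that extends the pilus. They had 3.08, 3.56 and 3.88. *pilM*, *pilN*, *pilO* and *pilP*, which encode the inner membrane alignment complex, had log2 fold changes from 4.49 for *pilP* to 4.93 for *pilN*, with 4.64 for *pilO*, and *pilQ*, which encodes the outer membrane secretin, had 4.01. The adjusted p of these 13 genes ranged from 2.08e-05 to 0.000427 from edgeR's quasi-likelihood test, and for each gene all ancNif libraries were above all WT libraries.

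**Figure D3:**
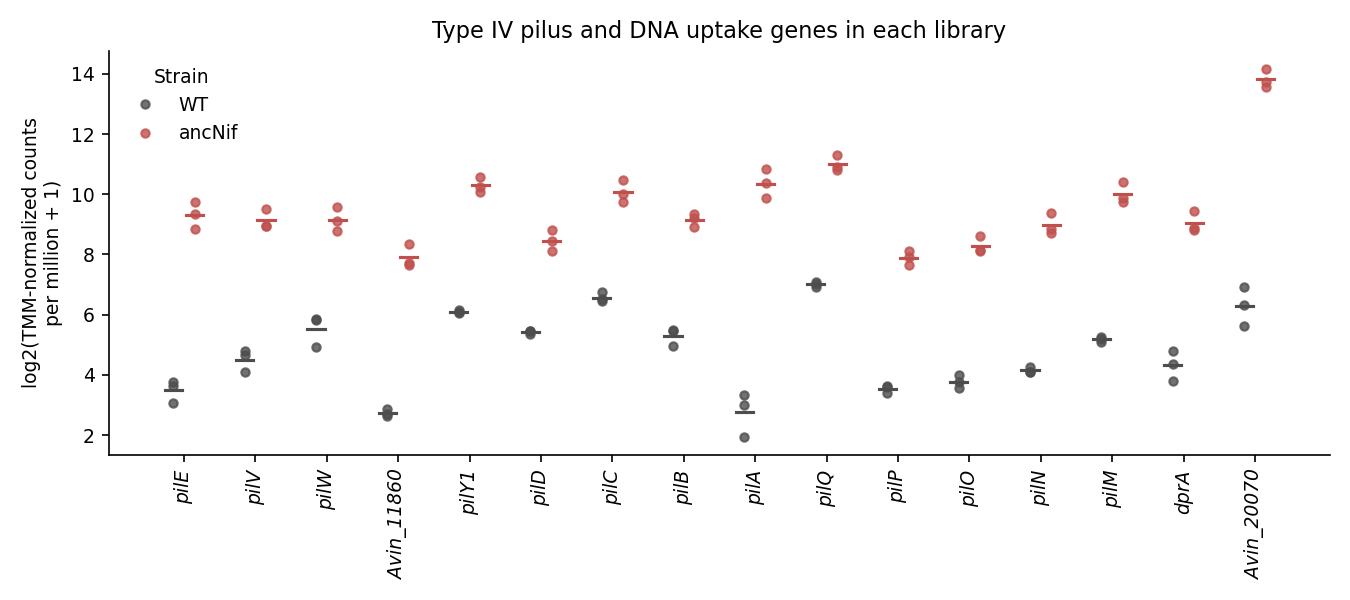
Log2(CPM + 1) in each library of type IV pilus genes from *pilE* to *pilM* and, at the right, the DNA uptake genes *dprA* and Avin_20070, with points for the 3 WT and the 3 ancNif libraries and a horizontal bar for the mean of each strain. In every gene drawn the ancNif points lie above the WT points.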

Other *pil* genes with increased expression are primarily located in three clusters (*pilEVWY1,* Avin_11830 to Avin_11870*; pilABCD*, Avin_12070 to Avin_12104; and *pilMNOPQ*, Avin_45260 to Avin_45300; Fig. 4A). Across diverse bacteria, Type IV pili contribute to cell motility, sensing, attachment, aggregation, and DNA uptake (31). Furthermore, large increases in Type IV pilus gene expression have previously been observed in the transition from non-diazotrophic to (Mo dependent) diazotrophic conditions in *A. vinelandii* (8). The precise functional relationship between pilus formation and nitrogen fixation in *A. vinelandii* remains unclear. However, our finding that pilus gene expression is amplified even further in ancNif—exhibiting defects in its diazotrophic growth behavior relative to WT—might be indicative of resource limitation and associated stress response. Indeed, increased Type IV pilus expression has previously been reported in bacteria under starvation conditions (32 – 34).

#### Molybdenum transport

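Of the 5 genes of the *mod1* cluster (Avin_50650 to Avin_50690) and the 2 molybdenum storage genes *mosA* and *mosB*, 6 were lower in ancNif, none was higher and 1 did not pass edgeR's quasi-likelihood test. *modB1*, which encodes the membrane protein of the molybdate transporter, had a log2 fold change of -0.97 (standard error 0.19, adjusted p = 0.0180 from edgeR's quasi-likelihood test), a 1.96-fold decrease. *modG*, which encodes a protein of molybdenum processing, had -1.06 (standard error 0.21, adjusted p = 0.0196 from the same test), a 2.08-fold decrease. When each of the 6 libraries in turn was left out, *modB1* passed in 2 fits (adjusted p from 0.00651 to 0.0859) and *modG* in 1, the fit without WT replicate 1 (0.00322 to 0.0810).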

We observed that genes encoding proteins associated with molybdenum transport are expressed at lower levels (~2-fold decrease) in ancNif relative to WT. *A. vinelandii* harbors a relatively complex pathway for molybdenum uptake and homeostasis that includes the transmembrane, high-affinity molybdenum ABC-type transporters (*mod*), as well as ATP-dependent molybdenum storage proteins (*mos*) (11, 35). 

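*modA1*, which encodes the periplasmic molybdate-binding protein, fell from 374 ± 11.1 to 213 ± 13.1 CPM (SD, n = 3 each), a log2 fold change of -0.82 (standard error 0.12, adjusted p = 0.00606 from edgeR's quasi-likelihood test), and its call held without each library in turn. *modE1*, the molybdate-responsive repressor of the cluster, had -0.62 (standard error 0.15, adjusted p = 0.0480 from the same test). *modC1*, the ATPase of the transporter, had -0.28 and did not pass (standard error 0.13, adjusted p = 0.246 from the same test). In all, 4 of the 5 genes were lower, and 4 when adjusted over the list alone. The call of *modE1* held only without WT replicate 1 among the libraries left out (adjusted p from 0.0186 to 0.199), and it ended when the counts were scaled by library totals only and by limma on log2(FPKM + 1). Without WT replicate 2, WT replicate 3, ancNif replicate 2 or ancNif replicate 3, 1 of the 5 genes was called, and without ancNif replicate 1 there were 2. As a list the cluster was lower (adjusted p = 0.000176 from camera; adjusted p = 0.184 with an estimated correlation), and it is not independent evidence since the paper chose it on these libraries. The summed FPKM of *modA2* and *modA3* was 2.14% ± 0.346 (SD, n = 3) of that of the *mod1* cluster in WT and 4.24% ± 0.894 (SD, n = 3) in ancNif (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Gene for gene, *modA2* was 6.96% ± 1.47 and *modA3* 4.40% ± 0.938 of *modA1* in ancNif (SD, n = 3 each), with up to 8.55% for *modA2* in ancNif replicate 1, against 2.89% and 2.84% in WT.

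**Figure D4:**
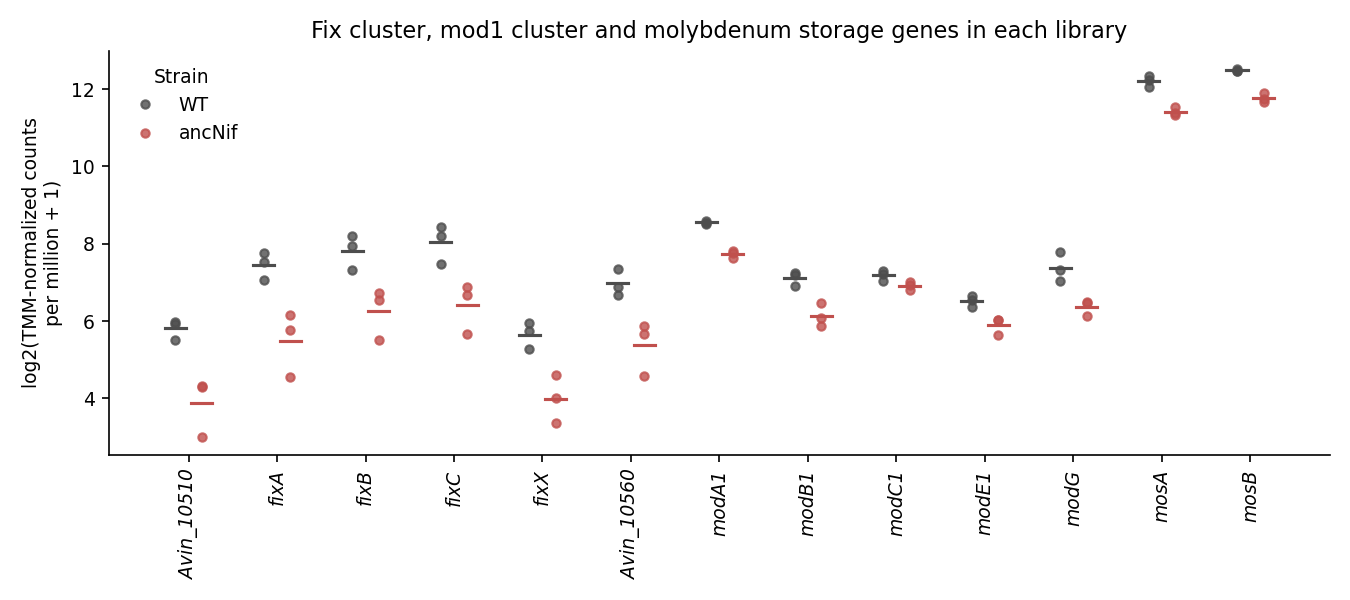
Log2(CPM + 1) in each library for the genes from Avin_10510 to Avin_10560, which include *fixABCX*, the 5 genes of the *mod1* cluster and *mosA* and *mosB*, with points for the 3 WT and the 3 ancNif libraries and a horizontal bar for the mean of each strain. The ancNif means lie under the WT means in every gene drawn.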

In ancNif, *modABCGE* genes within the *mod1* cluster (Avin_50650 to Avin_50690; duplicates of some of these genes are also found within additional *mod2* and *mod3* clusters that are expressed at <10% the level of *mod1* in ancNif), which encode both the structural components of the transporter and its transcriptional repressor (*modE1*) (7), show lower expression levels (Fig. 4). Furthermore, we observe ~1.7-fold lower transcript levels of *mosAB* in ancNif relative to WT (Supplemental file 2). 

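*mosA* and *mosB* encode the subunits of the molybdenum storage protein. *mosA* fell from 4758 ± 439 to 2740 ± 222 CPM (SD, n = 3 each), a log2 fold change of -0.80 (standard error 0.15, adjusted p = 0.0158 from edgeR's quasi-likelihood test) and a 1.74-fold decrease. *mosB* fell from 5734 ± 109 to 3495 ± 322 CPM (SD, n = 3 each), a log2 fold change of -0.71 (standard error 0.14, adjusted p = 0.0200 from the same test) and a 1.64-fold decrease. Both were also lower when adjusted over the list alone, a pair that the paper chose on these libraries. *mosA* ranked 17 among all genes in WT by mean log2(FPKM) and 35 in ancNif. When each of the 6 libraries in turn was left out, each gene passed in 2 fits, with adjusted p up to 0.0870 for *mosA* and 0.101 for *mosB*, while both log2 fold changes stayed between -0.87 and -0.66.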

Deletions of *modE1* and *mosAB* have each previously been shown to impair the accumulation of intracellular molybdenum (35 – 37). Therefore, we hypothesize that reduced expression of these genes in ancNif may similarly reduce intracellular molybdenum that is otherwise needed to support the molybdenum-dependent, *nif* nitrogenase system.

#### Electron transport

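All 6 genes from Avin_10510 to Avin_10560 were lower in ancNif at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and all 6 when adjusted over the list alone. They stood at places 4 to 16 among the 20 largest decreases. The cluster holds *fixA* and *fixB*, which encode electron transfer flavoprotein subunits, *fixC*, which encodes a flavoprotein dehydrogenase, and *fixX*, which encodes a ferredoxin-like protein, all in 1 predicted operon from 996610 to 1000156 on the plus strand of the DJ genome. It also holds Avin_10510, annotated as a 4Fe-4S ferredoxin, and Avin_10560, annotated as a ferritin-like protein. Avin_10510 had the largest decrease, with a log2 fold change of -1.91 (standard error 0.33, adjusted p = 0.0124 from edgeR's quasi-likelihood test), and Avin_10560 had -1.55 (standard error 0.33, adjusted p = 0.0287 from the same test). As a list the cluster was lower (adjusted p = 1.40e-05 from camera), and it was not with an estimated correlation (adjusted p = 0.291 with an estimated correlation). The paper chose the cluster on these libraries, so it is not independent evidence of the fall. Of the 6 genes, 0 were called without WT replicate 2, 1 without WT replicate 3, 1 without ancNif replicate 1, 4 without ancNif replicate 2 and 3 without ancNif replicate 3.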

Among the genes with the largest decrease in expression in ancNif relative to WT are those that encode the Fix respiratory complex, which, together with the Rnf complex, provides low potential electrons for nitrogen fixation (29, 38). Relative to WT, *fixABCX* genes (Avin_10520 to Avin_10560) in ancNif have ~3- to 4-fold decreases in expression (Fig. 4A). 

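*fixA* fell from 177 ± 41.4 to 48.6 ± 24.0 CPM (SD, n = 3 each), a log2 fold change of -1.86 (standard error 0.38, adjusted p = 0.0228 from edgeR's quasi-likelihood test) and a 3.64-fold decrease. *fixX* had -1.65 (standard error 0.32, adjusted p = 0.0182), *fixC* -1.60 (standard error 0.35, adjusted p = 0.0302) and *fixB* -1.52 (standard error 0.34, adjusted p = 0.0323), all from the same test, or decreases of 3.15, 3.04 and 2.87 times. For each of these genes all ancNif libraries were under all WT libraries. When each library in turn was left out, *fixA* ranged from -2.22 to -1.51, with an adjusted p from 0.0272 to 0.0805, and *fixB* ranged from -1.75 to -1.22, with an adjusted p from 0.0164 to 0.112.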

The electron bifurcating Fix system transfers electrons from NADH to both quinone and flavodoxin/ferredoxin, the latter which donates electrons to nitrogenase (38). By contrast, Rnf, the expression of which is not significantly impacted in ancNif, couples the reduction in flavodoxin/ferredoxin to the proton motive force. 

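None of the 7 *rnf* genes of the *nif* minor cluster passed edgeR's quasi-likelihood test, and none did when adjusted over the list alone, at an unadjusted p under 0.05, or by DESeq2, edgeR's exact and likelihood ratio tests or limma-voom. Their log2 fold changes were all negative, with a median of -0.44. *rnfB1* had -0.72 (standard error 0.60, adjusted p = 0.542 from edgeR's quasi-likelihood test) and *rnfA1* had -0.41 (standard error 0.43, adjusted p = 0.629 from the same test). As a list they did not pass (adjusted p = 0.0663 from camera). The libraries of ancNif varied widely for these genes, at 368 ± 331 CPM (SD, n = 3) for *rnfB1* against 606 ± 234 (SD, n = 3) in WT. Without ancNif replicate 1 the list was lower (adjusted p = 0.000276 from camera) and *rnfB1* alone was called, with a log2 fold change of -1.74 (adjusted p = 0.0480 from edgeR's quasi-likelihood test, in a range of 0.0480 to 0.854 when each library was left out). Without WT replicate 1 the list was also lower (adjusted p = 0.0241).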

Previous deletion mutants have demonstrated that there is some degree of redundancy between the Rnf and Fix systems, but inactivation of both the *fix* and the *rnf* genes within the *nif* minor cluster is sufficient to abolish nitrogen fixation activity (38). Under varying oxygen conditions or expression of different nitrogenase isozymes, *A. vinelandii* cells display preferences for either Rnf or Fix as a means of optimizing electron flow for efficient nitrogen fixation. The Fix is favored when oxygen is limiting and/or when additional energy is required for the expression of alternative V- and Fe-nitrogenases (29). 

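The summed FPKM of the genes from Avin_10510 to Avin_10560 relative to that of the 7 *rnf* genes was -2.04 ± 0.15 (SD, n = 3) on the log2 scale in WT and -3.15 ± 0.66 (SD, n = 3) in ancNif. Every ancNif library had a lower ratio of *fix* to *rnf* transcripts than every WT library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The ancNif libraries had -3.82, -2.49 and -3.14 in replicates 1, 2 and 3, and the WT libraries ranged from -2.13 to -1.87. This ratio was chosen after the values of the genes were seen.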

The decrease in Fix gene expression but relative maintenance of Rnf transcript levels in ancNif suggests both that ancNif cells do not require the additional electron flux to nitrogenase that would have been generated by Fix and that rely more strongly on the reducing power provided by Rnf.

#### Central carbon metabolism

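Of 20 genes of the TCA cycle measured, 7 were lower in ancNif, none was higher and 13 did not pass edgeR's quasi-likelihood test, and 9 were lower when adjusted over the list alone. The genes that fell were *acnB* (aconitase), with a log2 fold change of -0.92 (standard error 0.16, adjusted p = 0.0131), *fumB* (fumarase), with -0.83 (standard error 0.13, adjusted p = 0.00865), *mqo* (malate:quinone oxidoreductase), with -0.80 (standard error 0.15, adjusted p = 0.0159), *sdhB* and *sdhA* (succinate dehydrogenase), with -0.74 and -0.66, *sucA* (2-oxoglutarate dehydrogenase), with -0.68, and *gltA* (citrate synthase), with -0.63. The adjusted p values are from edgeR's quasi-likelihood test, and the fold decreases ranged from 1.55 for *gltA* to 1.89 for *acnB*. *sucB* had -0.54 (adjusted p = 0.0557) and *sdhC* -0.65 (adjusted p = 0.112), and neither passed the same test. At an unadjusted p under 0.05, 1 gene was higher and 11 were lower, and DESeq2 called 10 lower and 0 higher, edgeR's exact test and likelihood ratio test 8 and 0, and limma-voom 8 and 0. As a list the genes were lower (adjusted p = 9.14e-05 from camera), and they were not with an estimated correlation (adjusted p = 0.174 with an estimated correlation). The paper discusses the cycle from these libraries, so the list is not independent evidence. The number of lower genes was 0 without WT replicate 2, 2 without WT replicate 3, 1 without ancNif replicate 2 and 2 without ancNif replicate 3.

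**Figure D5:**
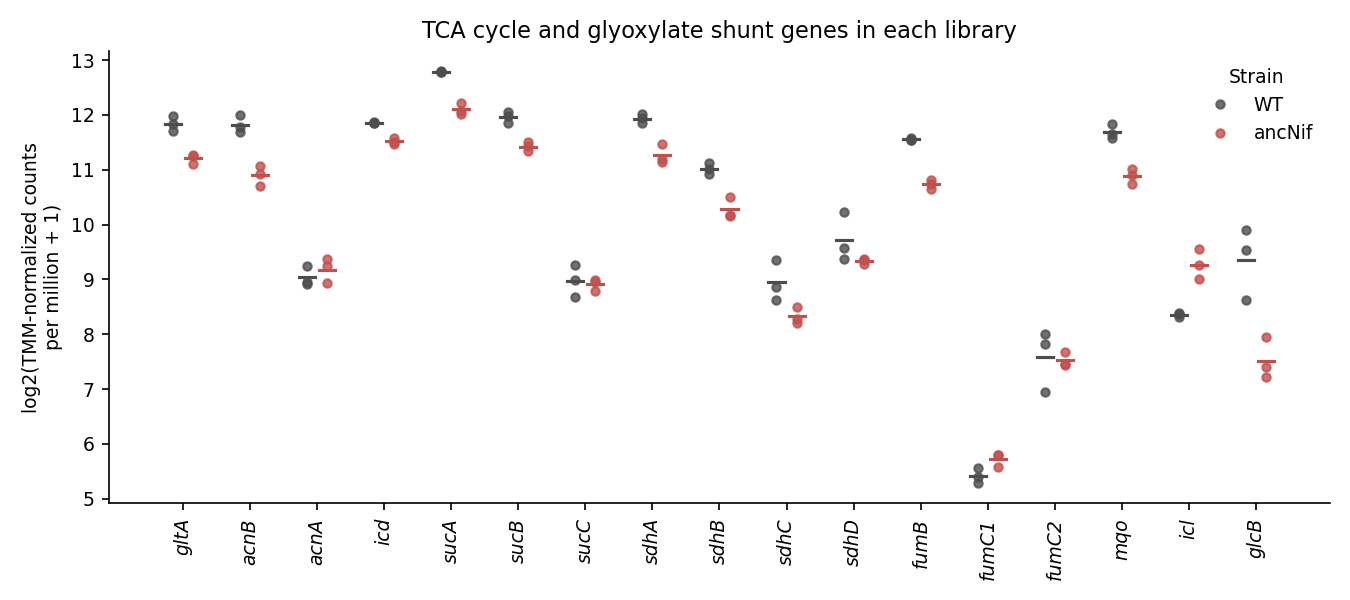
Log2(CPM + 1) of genes of the TCA cycle, with *icl* and *glcB* of the glyoxylate shunt at the right, in each library, with gray points for the 3 WT and red points for the 3 ancNif libraries and a horizontal bar for the mean of each strain. In *acnB*, *fumB*, *mqo* and *sucA* all ancNif points lie under all WT points.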

Several genes that encode enzymes within the *A. vinelandii* tricarboxylic acid (TCA) cycle exhibited decreased expression levels in ancNif compared to WT (~2 to 3-fold decrease in expression; adjusted *P* < 0.05; Fig. 4B **;** Fig. S4). 

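The glyoxylate shunt uses isocitrate lyase (*icl*) and malate synthase, and of its 3 measured genes *icl* rose, *glcB* fell and the other did not pass the test. *icl* rose from 327 ± 8.40 to 624 ± 119 CPM (SD, n = 3 each), a log2 fold change of 0.93 (standard error 0.17, adjusted p = 0.0140 from edgeR's quasi-likelihood test) and a fold change of 1.90. *glcB* (Avin_43290), which encodes malate synthase G, fell from 696 ± 283 to 187 ± 51.6 CPM (SD, n = 3 each), a log2 fold change of -1.90 (standard error 0.34, adjusted p = 0.0136 from the same test) and a 3.73-fold decrease. Over all genes, and again adjusted over the list alone, 1 gene was higher and 1 lower, and the list did not pass as a whole (adjusted p = 0.981 from camera). The call of *icl* ended without WT replicate 2 (adjusted p = 0.0731), WT replicate 3 (0.0556) or ancNif replicate 2 (0.0531), in a range of 0.00939 to 0.0731. That of *glcB* ended without WT replicate 2 (0.0571), ancNif replicate 2 (0.0641) or ancNif replicate 3 (0.0787), in a range of 0.000718 to 0.0787.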

We note, however, that expression of isocitrate lyase (*icl;* Avin_28420) was increased by ~2-fold in ancNif. *icl* directs carbon toward the glyoxylate shunt and away from oxidative steps of the TCA cycle (39) that would otherwise generate reduced NADH for electron flow to nitrogenase. The expression changes within the TCA cycle in ancNif are opposite from what has previously been observed in mutant *A. vinelandii* strains that constitutively express nitrogenase. Constitutive nitrogenase expression leads to an increase in the expression of genes that encode enzymes in the TCA cycle, as well as decreased flux through the glyoxylate shunt (40). Although TCA cycle gene expression in the constitutively expressing *A. vinelandii* strain likely reflects greater cellular investment in generating reducing power for larger quantities of nitrogenase enzyme, the opposite outcome in ancNif instead implies a preference for reserving carbon via the glyoxylate shunt at the expense of decreasing total electron flux toward nitrogen fixation.

### Reduced nitrogenase activity results in lowered transcription of genes that support resource allocation toward nitrogen fixation

Transcriptomic profiling of the mutant *A. vinelandii* strain ancNif harboring an ancestral NifD variant suggests a global pattern in which engineered cells reduce transcription of genes that support resource allocation for molybdenum-dependent nitrogen fixation in response to the diminished activity of the hybrid nitrogenase complex. Specifically, we find evidence of gene expression changes that would be expected to restrict molybdenum transport and storage, as well as electron flux by both downregulating Fix and upregulating the glyoxylate shunt that bypasses oxidative steps of the TCA cycle (Fig. 4). Furthermore, though the specific relationship between the observed increased expression of Type IV pilus genes and nitrogen fixation remains unclear, these patterns imply cellular investment in strategies to respond to resource limitation.

Interestingly, once overcoming an extended growth lag, the diazotrophic growth rate of ancNif is comparable to that of WT (Fig. 1C). Under standard diazotrophic conditions, the growth rate of *A. vinelandii* is limited by the nitrogen fixation rate (29). Thus, the mutations in the ancestral, catalytic *nifD* gene of ancNif that slow nitrogenase activity are likely responsible for the initial lag in growth. We note, however, that the changes in gene expression patterns alone cannot fully explain how ancNif achieves similar growth rates to WT during the exponential phase. The precise mechanism underlying the growth phenotype of ancNif awaits further analyses.

A slower nitrogenase enzyme would be expected to result in a wasteful excess of inputs to nitrogen fixation, including trace metals and reducing equivalents, without further changes to the transcriptome. The global expression patterns of sampled ancNif cells in mid-log phase, following the initial lag, demonstrate that this bottleneck in net nitrogen fixation rate is not loosened by increasing the pool of assembled and active nitrogenase, as transcript levels of genes within the *nif* clusters remain relatively constant compared to WT (Fig. 3). A possible explanation for this is that WT *A. vinelandii* already expresses nitrogenase proteins at high levels (13), limiting the selection of possible *nif* regulating mutations. Furthermore, adjustments to stoichiometries of nitrogen-fixation-related genes may be similarly inaccessible, as *A. vinelandii,* like other well-studied diazotrophs, likely already expresses well-optimized ratios of *nif* gene products (16). Rather we hypothesize that the cellular processes adjacent to nitrogen fixation that are enriched in gene expression differences in ancNif may be amenable to more dynamic regulatory control to optimize cellular investment in nitrogen fixation.

### Conclusion

This transcriptomic data set showcases the ability of *A. vinelandii* to readily incorporate phylogenetically inferred, ancient nitrogenase protein variants and respond dynamically to reduced nitrogen fixation activity. The regulatory response in an *A. vinelandii* strain engineered with an ancestral *nifD* sequence is enriched in genes external to the nitrogen fixation network, including those related to molybdenum processing and electron transport, as the expression of *nif* genes is evidently resilient to the nitrogenase perturbations in ancNif and their physiological outcomes. This work provides a novel perspective on the challenge associated with the engineering of *nif* gene expression for improvements to nitrogen fixation. Importantly, transcriptional patterns in the hybrid nitrogenase-engineered strain highlight adjacent cellular processes as potentially more effective engineering targets for fine-tuning nitrogen fixation metabolism in bacteria, particularly in the interest of optimizing compatibilities between host models and nitrogenase protein variants.

## MATERIALS AND METHODS

### Ancestral sequence construction

Phylogenetic inference and reconstruction of the ancestral NifD variant sequence in strain ancNif were performed previously by Garcia et al. (20). Briefly, a representative nitrogenase protein sequence data set was curated following an initial BLASTp (41) search of the NCBI non-redundant protein database. A concatenated NifHDK alignment was generated by MAFFT v7.450 (42) and phylogenetic inference and ancestral sequence reconstruction were performed by RAxML v8.2.10 (43) under the LG + G + F evolutionary model. Though this version of the RAxML software does not perform full marginal ancestral sequence reconstruction, the ancestral NifD protein sequence was previously not found to differ substantially when generated by the marginal reconstruction algorithm implemented in PAML [see Garcia et al. (20) for additional discussion].

### Nitrogenase structure prediction

The three-dimensional structure of the hybrid NifDK heterotetramer was predicted by Colabfold (44) (https://github.com/YoshitakaMo/localcolabfold), which combines the AlphaFold2 structure prediction method (45) with the MMSeq2 method for homology detection (46). Colabfold was run with standard options (three recycles and AMBER all-atom optimization in GPU). Protein structures were visualized by ChimeraX (47).

### *A. vinelandii* genome engineering

Phenotypic characterization of *A. vinelandii* strains in this study was performed previously (20), following Carruthers et al. (26). *A. vinelandii* WT, ancNif, and DJ2278 strains were cultured under Mo-replete, diazotrophic conditions. Cells were inoculated into flasks containing Burk’s medium lacking a fixed nitrogen source and grown at 30°C and 300 rpm (five biological replicates per strain). Optical density at 600 nm (OD_600_) was monitored over the growth period. Growth parameters were estimated by the Growthcurver R package (48). To quantify cellular acetylene reduction rates, the strains described above were cultured to an OD600 ≈ 0.5 (three biological replicates per strain). Flasks were subsequently sealed and 25 mL of headspace was replaced by acetylene gas. Cultures were shaken at 30°C and agitated at 300 rpm for 60 min. Headspace gas was sampled every 15 min over this period and analyzed on a Nexis GC- 2030 gas chromatograph (Shimadzu). Acetylene reduction rates were normalized to total protein, quantified by the Quick Start Bradford Protein Assay kit (Bio-Rad).

### RNA library preparation and sequencing

Seed cultures of *A. vinelandii* WT and ancNif strains were grown in nitrogen-supplemented Burk’s medium (13 mM ammonium acetate) for 24 h at 30°C and 300 rpm. Seed cultures were then inoculated into nitrogen-free Burk’s medium and grown diazotrophically to an OD_600_ of ~0.7 (mid-log), immediately followed by RNA extraction with the RNeasy Mini kit (Qiagen) following the manufacturer’s instructions. RNA extracts were assessed on a Nanodrop 2000c (Thermofisher Scientific) and confirmed to contain >2.5 µg of RNA with a purity of A260/280 = 1.8–2.2; A260/230 > 1.8. RNA extracts were stored at −80°C. RNA library preparation and paired-end sequencing (2 × 150 bp read length; Illumina NovaSeq 6000) was performed by Novogene.

### RNA sequencing bioinformatic analysis

Raw FASTQ reads were trimmed using Trimmomatic version 0.3 (49) (default settings except for HEADCROP = 5, LEADING = 3, TRAILING = 3, SLIDINGWINDOW = 3:30, MINLEN = 36). Trimmed reads were aligned to the *A. vinelandii* DJ genome sequence (GenBank accession CP001157.1) using bwa-mem v0.7.17 (version 0.7.17-h5bf99c6_8) (50) with default parameters. Alignment files were further processed with Picard-tools v2.26.10 (https://broadinstitute.github.io/picard/) (CleanSAM and AddOrRepleaceReadGroups commands) and samtools v1.2 (51) (sort and index commands). Paired aligned reads were mapped to gene locations using HTSeq v0.6.0 (52) with default parameters. The R package edgeR v3.30.3 (53) was used to identify significantly differentially expressed genes from pairwise analyses, using Benjamini and Hochberg (54) adjusted *P* value (FDR) < 0.05 as a significance threshold. Raw sequencing reads were normalized using the fragments per kilobase per million mapped reads method (FPKM). Volcano plots were constructed with ggplot2 (55). For significantly differentially expressed genes, clustering analysis of expression patterns was performed with DP_GP_cluster v0.1 (56). Operons were predicted using Operon-mapper (https://biocomputo.ibt.unam.mx/operon_mapper/, accessed 2022–10-19) (57) with default settings. The R package Pathview (58) was used to map fold changes of differentially expressed genes (FDR-adjusted *P* < 0.05) involved in the *A. vinelandii* TCA cycle to the KEGG (59) pathway map (avn00020). KEGG Gene Set Enrichment Analysis (GSEA) was performed using the R package clusterProfiler v.4.6.2 (60). The number of minimum required genes was set to five and the significant enrichment cutoff was set to an FDR-adjusted *P* < 0.05.

## Data Availability

Phylogenetic tree from which the ancestral NifD was inferred and the predicted structure of the hybrid ancestral nitrogenase complex are available at Github. Raw and processed RNA sequencing data are available in the NCBI GEO database (Accession #GSE234075).

## SUPPLEMENTAL MATERIAL

Supplemental file 1 spectrum.02815-23-s0001.docx Fig. S1 to S4 and Tables S1 and S2.

Supplemental file 2 spectrum.02815-23-s0002.xlsx edgeR and FPKM analysis summary.

Supplemental file 3 spectrum.02815-23-s0003.xlsx Expression clustering analysis summary.

Supplemental file 4 spectrum.02815-23-s0004.xlsx Operon prediction summary.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

## References

[1] Seefeldt LC , Yang ZY , Lukoyanov DA , Harris DF , Dean DR , Raugei S , Hoffman BM . 2020. Reduction of substrates by nitrogenases. Chem Rev 120:5082–5106. doi:10.1021/acs.chemrev.9b00556 32176472 PMC7703680

[2] Rucker HR , Kaçar B . 2023. Enigmatic evolution of microbial nitrogen fixation: insights from earth's past. Trends Microbiol. doi:10.1016/j.tim.2023.03.011 37061455

[3] Fowler D , Coyle M , Skiba U , Sutton MA , Cape JN , Reis S , Sheppard LJ , Jenkins A , Grizzetti B , Galloway JN , Vitousek P , Leach A , Bouwman AF , Butterbach-Bahl K , Dentener F , Stevenson D , Amann M , Voss M . 2013. The global nitrogen cycle in the twenty-first century. Philos Trans R Soc Lond B Biol Sci 368:20130164. doi:10.1098/rstb.2013.0164 23713126 PMC3682748

[4] Erisman JW , Galloway J , Seitzinger S , Bleeker A , Butterbach-Bahl K . 2011. Reactive nitrogen in the environment and its effect on climate change. Curr Opin Environ Sustain 3:281–290. doi:10.1016/j.cosust.2011.08.012

[5] Vicente EJ , Dean DR . 2017. Keeping the nitrogen-fixation dream alive. Proc Natl Acad Sci U S A 114:3009–3011. doi:10.1073/pnas.1701560114 28283657 PMC5373348

[6] Bennett EM , Murray JW , Isalan M . 2023. Engineering nitrogenases for synthetic nitrogen fixation: from pathway engineering to directed evolution. BioDesign Res 5. doi:10.34133/bdr.0005 PMC1052169337849466

[7] Demtröder L , Narberhaus F , Masepohl B . 2019. Coordinated regulation of nitrogen fixation and molybdate transport by molybdenum. Mol Microbiol 111:17–30. doi:10.1111/mmi.14152 30325563

[8] Hamilton TL , Ludwig M , Dixon R , Boyd ES , Dos Santos PC , Setubal JC , Bryant DA , Dean DR , Peters JW . 2011. Transcriptional profiling of nitrogen fixation in Azotobacter vinelandii. J Bacteriol 193:4477–4486. doi:10.1128/JB.05099-11 21724999 PMC3165507

[9] Dixon R , Kahn D . 2004. Genetic regulation of biological nitrogen fixation. Nat Rev Microbiol 2:621–631. doi:10.1038/nrmicro954 15263897

[10] Martin Del Campo JS , Rigsbee J , Bueno Batista M , Mus F , Rubio LM , Einsle O , Peters JW , Dixon R , Dean DR , Dos Santos PC . 2022. Overview of physiological, biochemical, and regulatory aspects of nitrogen fixation in Azotobacter vinelandii. Crit Rev Biochem Mol Biol 57:492–538. doi:10.1080/10409238.2023.2181309 36877487

[11] Burén S , Jiménez-Vicente E , Echavarri-Erasun C , Rubio LM . 2020. Biosynthesis of nitrogenase cofactors. Chem Rev 120:4921–4968. doi:10.1021/acs.chemrev.9b00489 31975585 PMC7318056

[12] Robson RL , Postgate JR . 1980. Oxygen and hydrogen in biological nitrogen fixation. Annu Rev Microbiol 34:183–207. doi:10.1146/annurev.mi.34.100180.001151 6776883

[13] Dingler C , Kuhla J , Wassink H , Oelze J . 1988. Levels and activities of nitrogenase proteins in Azotobacter vinelandii grown at different dissolved oxygen concentrations. J Bacteriol 170:2148–2152. doi:10.1128/jb.170.5.2148-2152.1988 3162907 PMC211099

[14] Zhang L , Liu X , Li X , Chen S . 2015. Expression of the N2 fixation gene operon of Paenibacillus sp. WLY78 under the control of the T7 promoter in Escherichia coli BL21. Biotechnol Lett 37:1999–2004. doi:10.1007/s10529-015-1874-5 26054721

[15] Taggart JC , Lalanne JB , Li GW . 2021. Quantitative control for stoichiometric protein synthesis. Annu Rev Microbiol 75:243–267. doi:10.1146/annurev-micro-041921-012646 34343023 PMC8720029

[16] Smanski MJ , Bhatia S , Zhao D , Park Y , B A Woodruff L , Giannoukos G , Ciulla D , Busby M , Calderon J , Nicol R , Gordon DB , Densmore D , Voigt CA . 2014. Functional optimization of gene clusters by combinatorial design and assembly. Nat Biotechnol 32:1241–1249. doi:10.1038/nbt.3063 25419741

[17] Stripp ST , Duffus BR , Fourmond V , Léger C , Leimkühler S , Hirota S , Hu Y , Jasniewski A , Ogata H , Ribbe MW . 2022. Second and outer coordination sphere effects in nitrogenase, hydrogenase, formate dehydrogenase, and CO dehydrogenase. Chem Rev 122:11900–11973. doi:10.1021/acs.chemrev.1c00914 35849738 PMC9549741

[18] Barahona E , Jiménez-Vicente E , Rubio LM . 2016. Hydrogen overproducing nitrogenases obtained by random mutagenesis and high-throughput screening. Sci Rep 6:38291. doi:10.1038/srep38291 27910898 PMC5133592

[19] Jiang X , Payá-Tormo L , Coroian D , García-Rubio I , Castellanos-Rueda R , Eseverri Á , López-Torrejón G , Burén S , Rubio LM . 2021. Exploiting genetic diversity and gene synthesis to identify superior nitrogenase Nifh protein variants to engineer N_2_-fixation in plants. Commun Biol 4:4. doi:10.1038/s42003-020-01536-6 33398015 PMC7782807

[20] Garcia AK , Harris DF , Rivier AJ , Carruthers BM , Pinochet-Barros A , Seefeldt LC , Kaçar B . 2023. Nitrogenase resurrection and the evolution of a singular enzymatic mechanism. Elife 12:e85003. doi:10.7554/eLife.85003 36799917 PMC9977276

[21] Sloan D , Warren J , Williams A , Kuster S , Forsythe E . 2022. Incompatibility and interchangeability in molecular evolution. Evolution. doi:10.32942/X27P46 PMC983939836583227

[22] Noar JD , Bruno-Bárcena JM . 2018. Azotobacter vinelandii: the source of 100 years of discoveries and many more to come. Microbiol 164:421–436. doi:10.1099/mic.0.000643 29533747

[23] Einsle O , Rees DC . 2020. Structural enzymology of nitrogenase enzymes. Chem Rev 120:4969–5004. doi:10.1021/acs.chemrev.0c00067 32538623 PMC8606229

[24] Garcia AK , Kolaczkowski B , Kaçar B . 2022. Reconstruction of nitrogenase predecessors suggests origin from maturase-like proteins. Genome Biol Evol 14:evac031. doi:10.1093/gbe/evac031 35179578 PMC8890362

[25] Garcia AK , McShea H , Kolaczkowski B , Kaçar B . 2020. Reconstructing the evolutionary history of nitrogenases: evidence for ancestral molybdenum-cofactor utilization. Geobiology 18:394–411. doi:10.1111/gbi.12381 32065506 PMC7216921

[26] Sprouffske K , Wagner A . 2016. Growthcurver: an R package for obtaining interpretable metrics from microbial growth curves. BMC Bioinformatics 17:172. doi:10.1186/s12859-016-1016-7 27094401 PMC4837600

[27] Mus F , Alleman AB , Pence N , Seefeldt LC , Peters JW . 2018. Exploring the alternatives of biological nitrogen fixation. Metallomics 10:523–538. doi:10.1039/c8mt00038g 29629463

[28] Setubal JC , dos Santos P , Goldman BS , Ertesvåg H , Espin G , Rubio LM , Valla S , Almeida NF , Balasubramanian D , Cromes L , Curatti L , Du Z , Godsy E , Goodner B , Hellner-Burris K , Hernandez JA , Houmiel K , Imperial J , Kennedy C , Larson TJ , Latreille P , Ligon LS , Lu J , Maerk M , Miller NM , Norton S , O’Carroll IP , Paulsen I , Raulfs EC , Roemer R , Rosser J , Segura D , Slater S , Stricklin SL , Studholme DJ , Sun J , Viana CJ , Wallin E , Wang B , Wheeler C , Zhu H , Dean DR , Dixon R , Wood D . 2009. Genome sequence of Azotobacter vinelandii, an obligate aerobe specialized to support diverse anaerobic metabolic processes. J Bacteriol 191:4534–4545. doi:10.1128/JB.00504-09 19429624 PMC2704721

[29] Alleman AB , Garcia Costas A , Mus F , Peters JW , Glass JB . 2022. Rnf and fix have specific roles during aerobic nitrogen fixation in Azotobacter vinelandii. Appl Environ Microbiol 88:e0104922. doi:10.1128/aem.01049-22 36000884 PMC9469703

[30] Jacobson MR , Brigle KE , Bennett LT , Setterquist RA , Wilson MS , Cash VL , Beynon J , Newton WE , Dean DR . 1989. Physical and genetic map of the major nif gene cluster from Azotobacter vinelandii. J Bacteriol 171:1017–1027. doi:10.1128/jb.171.2.1017-1027.1989 2644218 PMC209696

[31] Craig L , Forest KT , Maier B . 2019. Type IV pili: dynamics, biophysics and functional consequences. Nat Rev Microbiol 17:429–440. doi:10.1038/s41579-019-0195-4 30988511

[32] Wang C , Chen W , Xia A , Zhang R , Huang Y , Yang S , Ni L , Jin F , Kivisaar M . 2019. Carbon starvation induces the expression of PprB-regulated genes in Pseudomonas aeruginosa. Appl Environ Microbiol 85:e01705-19. doi:10.1128/AEM.01705-19 31492668 PMC6821963

[33] Bansal R , Helmus RA , Stanley BA , Zhu J , Liermann LJ , Brantley SL , Tien M . 2013. Survival during long-term starvation: global proteomics analysis of geobacter sulfurreducens under prolonged electron-acceptor limitation. J Proteome Res 12:4316–4326. doi:10.1021/pr400266m 23980722

[34] Steindler L , Schwalbach MS , Smith DP , Chan F , Giovannoni SJ . 2011. Energy starved Candidatus pelagibacter ubique substitutes light-mediated ATP production for endogenous carbon respiration. PLoS One 6:e19725. doi:10.1371/journal.pone.0019725 21573025 PMC3090418

[35] Navarro-Rodríguez M , Buesa JM , Rubio LM . 2019. Genetic and biochemical analysis of the Azotobacter Vinelandii molybdenum storage protein. Front Microbiol 10:579. doi:10.3389/fmicb.2019.00579 30984129 PMC6448029

[36] Premakumar R , Jacobitz S , Ricke SC , Bishop PE . 1996. Phenotypic characterization of a tungsten-tolerant mutant of Azotobacter vinelandii. J Bacteriol 178:691–696. doi:10.1128/jb.178.3.691-696.1996 8550501 PMC177713

[37] Mouncey NJ , Mitchenall LA , Pau RN . 1995. Mutational analysis of genes of the mod locus involved in molybdenum transport, homeostasis, and processing in Azotobacter vinelandii. J Bacteriol 177:5294–5302. doi:10.1128/jb.177.18.5294-5302.1995 7665518 PMC177322

[38] Ledbetter RN , Garcia Costas AM , Lubner CE , Mulder DW , Tokmina-Lukaszewska M , Artz JH , Patterson A , Magnuson TS , Jay ZJ , Duan HD , Miller J , Plunkett MH , Hoben JP , Barney BM , Carlson RP , Miller A-F , Bothner B , King PW , Peters JW , Seefeldt LC . 2017. The electron bifurcating fixabcx protein complex from Azotobacter vinelandii: generation of low-potential reducing equivalents for nitrogenase catalysis. Biochem 56:4177–4190. doi:10.1021/acs.biochem.7b00389 28704608 PMC7610252

[39] Dolan SK , Welch M . 2018. The glyoxylate shunt, 60 years on. Annu Rev Microbiol 72:309–330. doi:10.1146/annurev-micro-090817-062257 30200852

[40] Wu C , Herold RA , Knoshaug EP , Wang B , Xiong W , Laurens LML . 2019. Fluxomic analysis reveals central carbon metabolism adaptation for diazotroph Azotobacter vinelandii ammonium excretion. Sci Rep 9:13209. doi:10.1038/s41598-019-49717-6 31520074 PMC6744558

[41] Camacho C , Coulouris G , Avagyan V , Ma N , Papadopoulos J , Bealer K , Madden TL . 2009. BLAST+: architecture and applications. BMC Bioinform 10:421. doi:10.1186/1471-2105-10-421 PMC280385720003500

[42] Katoh K , Standley DM . 2013. MAFFT multiple sequence alignment software version 7: improvements in performance and usability. Mol Biol Evol 30:772–780. doi:10.1093/molbev/mst010 23329690 PMC3603318

[43] Stamatakis A . 2014. RAxML version 8: a tool for phylogenetic analysis and post-analysis of large phylogenies. Bioinformatics 30:1312–1313. doi:10.1093/bioinformatics/btu033 24451623 PMC3998144

[44] Mirdita M , Schütze K , Moriwaki Y , Heo L , Ovchinnikov S , Steinegger M . 2022. ColabFold: making protein folding accessible to all. Nat Methods 19:679–682. doi:10.1038/s41592-022-01488-1 35637307 PMC9184281

[45] Senior AW , Evans R , Jumper J , Kirkpatrick J , Sifre L , Green T , Qin C , Žídek A , Nelson AWR , Bridgland A , Penedones H , Petersen S , Simonyan K , Crossan S , Kohli P , Jones DT , Silver D , Kavukcuoglu K , Hassabis D . 2020. Improved protein structure prediction using potentials from deep learning. Nature 577:706–710. doi:10.1038/s41586-019-1923-7 31942072

[46] Steinegger M , Söding J . 2017. MMseqs2 enables sensitive protein sequence searching for the analysis of massive data sets. Nat Biotechnol 35:1026–1028. doi:10.1038/nbt.3988 29035372

[47] Pettersen EF , Goddard TD , Huang CC , Meng EC , Couch GS , Croll TI , Morris JH , Ferrin TE . 2021. UCSF ChimeraX: structure visualization for researchers, educators, and developers. Protein Sci 30:70–82. doi:10.1002/pro.3943 32881101 PMC7737788

[48] Carruthers BM , Garcia AK , Rivier A , Kacar B . 2021. Automated laboratory growth assessment and maintenance of Azotobacter vinelandii. Current Protocols 1:e57. doi:10.1002/cpz1.57 33656286

[49] Bolger AM , Lohse M , Usadel B . 2014. Trimmomatic: a flexible trimmer for illumina sequence data. Bioinformatics 30:2114–2120. doi:10.1093/bioinformatics/btu170 24695404 PMC4103590

[50] Li H , Durbin R . 2009. Fast and accurate short read alignment with burrows–wheeler transform. Bioinformatics 25:1754–1760. doi:10.1093/bioinformatics/btp324 19451168 PMC2705234

[51] Li H , Handsaker B , Wysoker A , Fennell T , Ruan J , Homer N , Marth G , Abecasis G , Durbin R , 1000 Genome Project Data Processing Subgroup . 2009. The sequence alignment/map format and SAMtools. Bioinformatics 25:2078–2079. doi:10.1093/bioinformatics/btp352 19505943 PMC2723002

[52] Anders S , Pyl PT , Huber W . 2015. HTSeq—a python framework to work with high-throughput sequencing data. Bioinformatics 31:166–169. doi:10.1093/bioinformatics/btu638 25260700 PMC4287950

[53] Robinson MD , McCarthy DJ , Smyth GK . 2010. edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26:139–140. doi:10.1093/bioinformatics/btp616 19910308 PMC2796818

[54] Benjamini Y , Hochberg Y . 1995. Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc B Methodol 57:289–300. doi:10.1111/j.2517-6161.1995.tb02031.x

[55] Wickham H . 2009. Ggplot2. doi:10.1007/978-0-387-98141-3

[56] McDowell IC , Manandhar D , Vockley CM , Schmid AK , Reddy TE , Engelhardt BE . 2018. Clustering gene expression time series data using an infinite gaussian process mixture model. PLoS Comput Biol 14:e1005896. doi:10.1371/journal.pcbi.1005896 29337990 PMC5786324

[57] Taboada B , Estrada K , Ciria R , Merino E , Hancock J . 2018. Operon-mapper: a web server for precise operon identification in bacterial and archaeal genomes. Bioinformatics 34:4118–4120. doi:10.1093/bioinformatics/bty496 29931111 PMC6247939

[58] Luo W , Brouwer C . 2013. Pathview: an R/Bioconductor package for pathway-based data integration and visualization. Bioinformatics 29:1830–1831. doi:10.1093/bioinformatics/btt285 23740750 PMC3702256

[59] Kanehisa M , Goto S . 2000. KEGG: kyoto encyclopedia of genes and genomes. Nucleic Acids Res 28:27–30. doi:10.1093/nar/28.1.27 10592173 PMC102409

[60] Yu G , Wang L-G , Han Y , He Q-Y . 2012. clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS J Integr Biol 16:284–287. doi:10.1089/omi.2011.0118 PMC333937922455463

# Supplementary material for: Regulatory response to a hybrid ancestral nitrogenase in Azotobacter vinelandii
**Source:** Microbiol Spectr. 2023 Sep 13;11(5):e02815-23. doi: 10.1128/spectrum.02815-23
**Supplement:** Supplemental file 1 — Fig. S1 to S4 and Tables S1 and S2.

**Supplementary Information File 1**

**
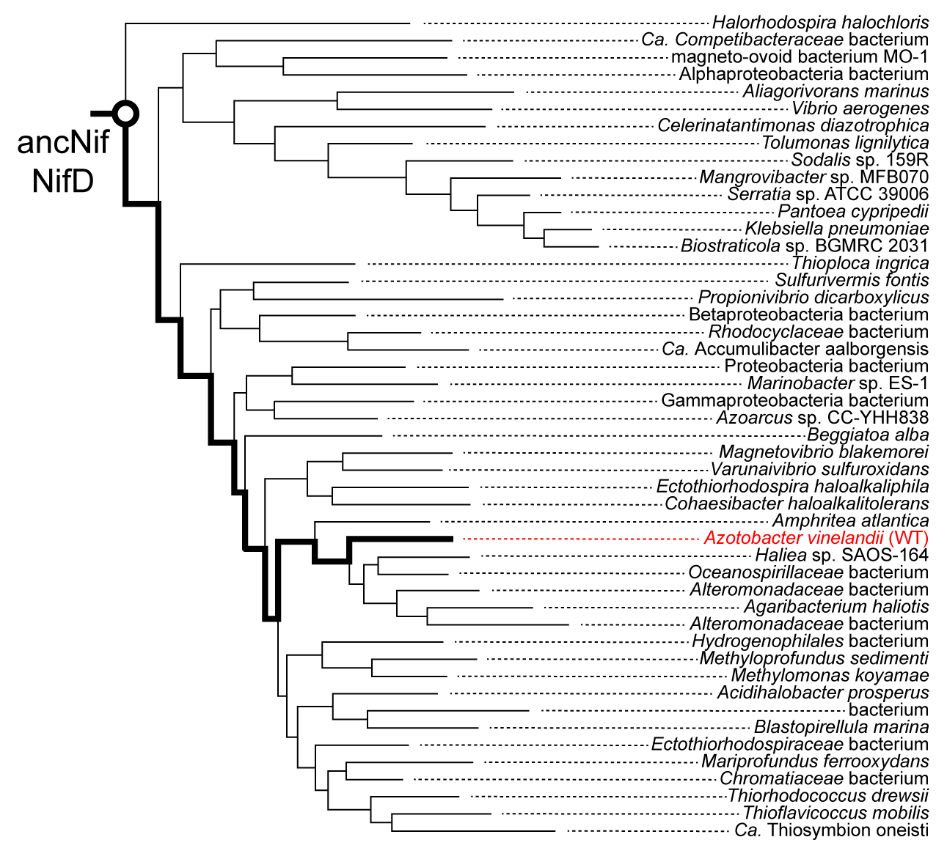
**

**Fig. S1.** Maximum likelihood phylogenetic subtree from which the ancestral ancNif NifD protein sequence was previously inferred. *A. vinelandii* lineage is highlighted with a bold line. Figure modified from Garcia et al. (1).

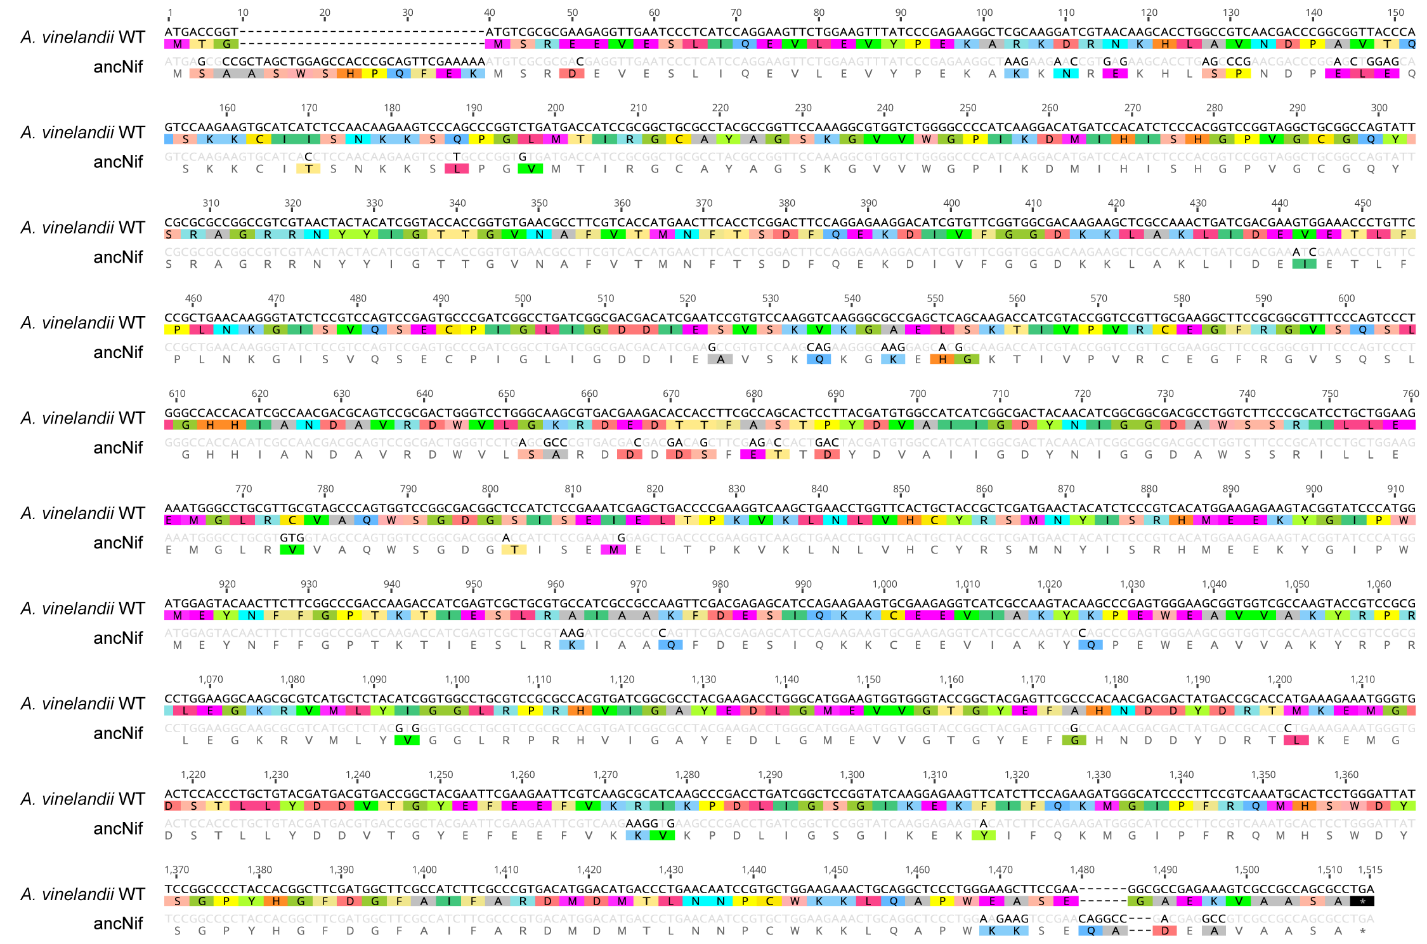

**Fig. S2.** Sequence alignment of WT and ancNif NifD proteins. Nucleotide and amino acid substitutions in the ancNif NifD protein relative to WT are highlighted.

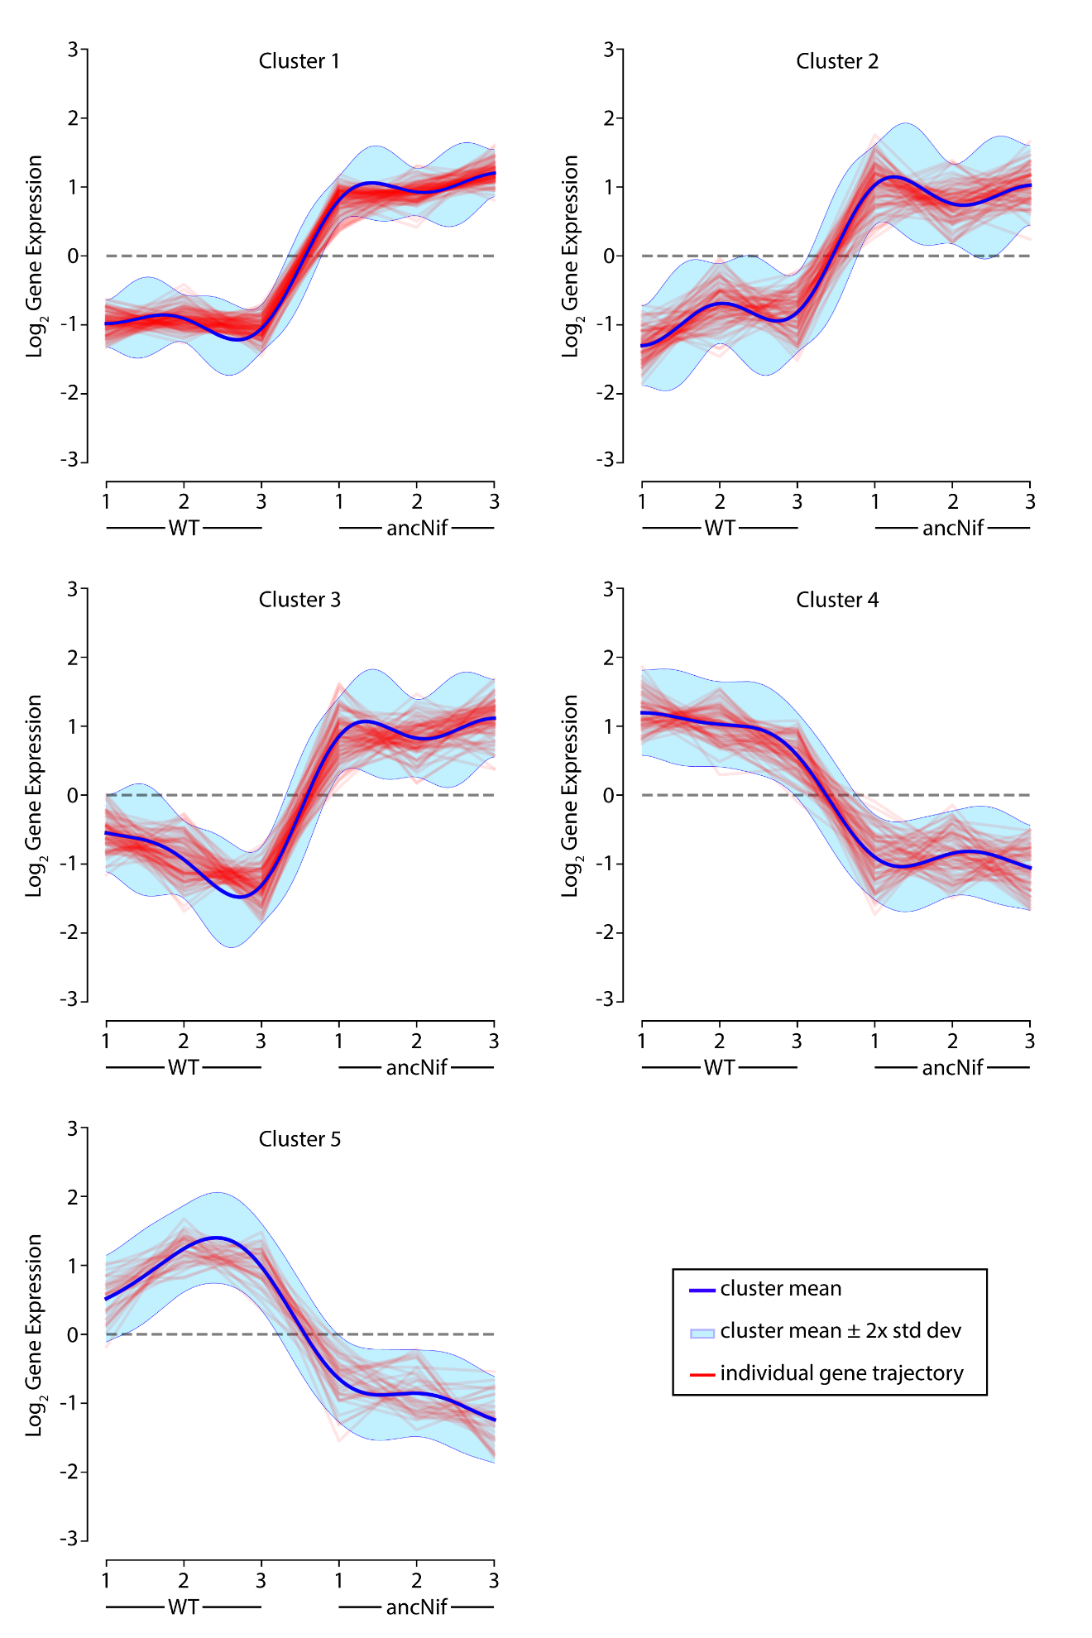

**Fig. S3.** Clustering analysis of significantly differentially expressed genes (FDR-adjusted *p*-value < 0.05 in ancNif relative to WT. Data from three biological replicates are represented for each strain.

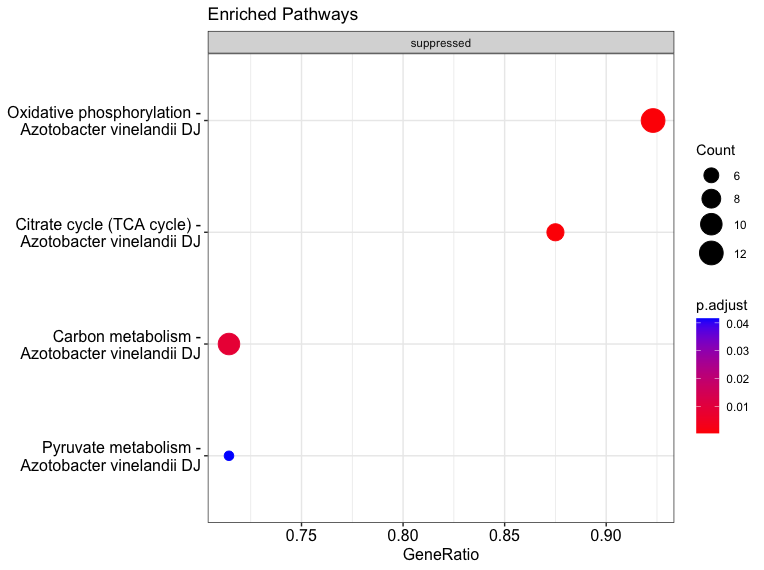
**Fig. S4**. KEGG pathways enriched for differential gene expression in ancNif relative to WT. KEGG pathway IDs: Oxidative phosphorylation (avn00190), Citrate cycle (avn0020), Carbon metabolism (avn01200), Pyruvate metabolism (avn00620).

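Oxidative phosphorylation was represented by 3 lists of genes. Of 13 genes of NADH dehydrogenase (complex I), which feeds electrons from NADH into the respiratory chain, 7 were lower in ancNif and none was higher by edgeR's quasi-likelihood test, and 11 were lower when adjusted over the list alone. *nuoF*, which encodes a subunit of this complex, had a log2 fold change of -0.79 (standard error 0.17, adjusted p = 0.0291 from edgeR's quasi-likelihood test). As a list these genes were lower (adjusted p = 1.36e-06 from camera; adjusted p = 0.184 with an estimated correlation). Of 23 genes of cytochrome oxidases and the bc1 complex, 1 was lower and none was higher, also when adjusted over the list alone. It was *petC*, which encodes cytochrome c1 of the bc1 complex, at -0.68 (standard error 0.15, adjusted p = 0.0301 from the same test). Of 9 genes of the F-type ATP synthase, none passed, also when adjusted over the list alone, and at an unadjusted p under 0.05 there was 1 higher and 0 lower, with 0 called by DESeq2, edgeR's exact and likelihood ratio tests or limma-voom. Without WT replicate 1, 1 of them was higher, and their median log2 fold change turned from -0.09 to 0.19. Neither the cytochrome list nor the ATP synthase list passed as a whole (adjusted p = 0.191 and 0.706 from camera). The number of lower complex I genes was 11 by DESeq2, 1 without WT replicate 2, WT replicate 3, ancNif replicate 2 or ancNif replicate 3, and 2 without ancNif replicate 1. When each of the 6 libraries in turn was left out, *nuoF* passed in 2 fits (adjusted p from 0.0137 to 0.128) and *petC* in 1 (0.0339 to 0.130). The authors' test of KEGG pathways was not repeated here.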

**Table S1.** Strains and plasmids used in this study.

| **Name** | **Type** | **Description** | **Source** |
| --- | --- | --- | --- |
| DJ | Strain | Wild-type (WT); Nif+ | Dennis Dean, Virginia Tech |
| DJ2278 | Strain | Δ*nifD*::KanR; Nif- | Dennis Dean, Virginia Tech |
| ancNif* | Strain | Δ*nifD*::*nifD*^ancestor^; RifR; Nif+; constructed by transforming DJ2278 with pAG14 | (1) |
| pAG14 | Plasmid | *nifD*^ancestor^ + 400-bp *nifD* flanking homology regions, synthesized into XbaI/KpnI sites in pUC19 | (1) |

* Kaçar lab strain designation, “AK014”

**Table S2.** Primers used in this study.

| **Primer** | **Sequence (5’ to 3’)** | **Description** |
| --- | --- | --- |
| 306_nifH_F | GCCGAACGTTCAAGTGGAAA | Forward primer, binds non-coding sequence upstream of *nifH; f*or PCR amplification of *nifHDK* and *nifH* sequencing |
| 307_nifH_R | AGAGCCAATCTGCCCTGTC | Reverse primer, binds non-coding sequence downstream of *nifH*; for *nifH* sequencing |
| 308_nifD_F | CACCCGTTACCCGCATATGA | Forward primer, binds non-coding sequence upstream of *nifD*; for *nifD* sequencing |
| 309_nifD_R | ACTCATCTGTGAACGGCGTT | Reverse primer, binds non-coding sequence downstream of *nifD*; for *nifD* sequencing |
| 310_nifK_F | GCTAACGCCGTTCACAGATG | Forward primer, binds non-coding sequence upstream of *nifK*; for *nifK* sequencing |
| 311_nifK_R | TCAGTTGGCCTTCGTCGTTG | Reverse primer, binds non-coding sequence downstream of *nifK*; for PCR amplification of *nifHDK* and *nifK* sequencing |

**REFERENCES**

1. Garcia AK, Harris DF, Rivier AJ, Carruthers BM, Pinochet-Barros A, Seefeldt LC, Kacar B. 2023. Nitrogenase resurrection and the evolution of a singular enzymatic mechanism. eLife 12. doi:10.7554/eLife.85003.

How the deposited data were processed for this re-analysis (not part of the article)

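RNA-Seq libraries of *A. vinelandii* WT and ancNif, 3 of each strain, were compared. According to the paper, seed cultures of both strains were grown with 13 mM ammonium acetate for 24 h at 30 °C. Both strains were then grown diazotrophically and harvested at an OD600 of about 0.7, after about 20 h for WT and 35 h for ancNif. The authors trimmed the reads with Trimmomatic 0.3, aligned them with BWA-MEM (BWA 0.7.17) to the *A. vinelandii* DJ genome and processed the alignments with Picard 2.26.10 and SAMtools 1.2. The deposited counts are raw counts of paired reads per gene, which the authors made with HTSeq 0.6.0 at its default parameters. The deposited FPKM (counts scaled for gene length and library depth) were computed by the authors from the same counts, with a factor per library and a length per gene. The deposited log2 values are the log2 of the authors' FPKM, with an FPKM of 0 entered as 0, and the deposited log2 fold change is the difference between the strain means of those values. The deposited p-value column holds the FDR that the authors obtained with edgeR 3.30.3, rounded to 3 decimals. The paper does not name the test, normalization or filter used for it.
The totals of counts per library lay between 4919348 and 5981046, and the 20 most counted genes held 18.8% to 22.6% of them. Every pair of libraries had a correlation of log2(CPM + 2) between 0.951 and 0.993. The common dispersion of the counts was 0.0363. Genes with at least 1 count in at least 1 library were tested, with TMM normalization and edgeR's quasi-likelihood test with robust estimation, in R 4.3.3 with edgeR 4.0.16. The fit held strain only, no column of the sample table was used otherwise, and p-values were adjusted by Benjamini-Hochberg over all genes tested. A gene was called at an adjusted p under 0.05, and a second threshold asked for a fitted log2 fold change of 2 or more in size. Standard errors are from the fitted model. Fold decreases are 2 raised to the size of the log2 fold change. Log2(FPKM) values and ranks are from the authors' FPKM, ranked by the mean of each strain, and ratios of FPKM were compared between strains by exact permutation tests, two-sided.
Gene lists were fixed before the deposited files were opened, by locus tag, symbol or words of the product. Most product words were matched anywhere in the product name, also inside a longer word. They were the *nif* major and minor clusters, *vnf*, *anf*, *fix* and *rnf* genes, type IV pilus, DNA uptake, *mod1*, molybdenum storage, TCA cycle, glyoxylate shunt, NADH dehydrogenase, ATP synthase, cytochrome oxidase and bc1, ribosomal protein, heat shock and chaperone, alginate, polyhydroxybutyrate, flagellar and chemotaxis, siderophore and iron uptake, ammonium assimilation and nitrogen regulation, hydrogenase, pantothenate and coenzyme A, CRISPR, phosphate regulon, oxidative stress, transposase and integrase, cellulose synthase, RNA polymerase, aminoacyl-tRNA synthetase, sulfonate and taurine, nitrate and nitrite and cyclic AMP genes. The 33 lists with at least 3 measured genes were tested with camera of limma 3.58.1 on voom values, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over these lists. Named genes, 207 in all, were those that the paper names in its results text, Fig. 3 or Fig. 4, the 10 largest rises and 10 largest falls among called genes with at least 10 counts in every library of the higher strain and no overlap between strains, and up to 4 genes with the smallest p in each list. Supplemental files 2 and 3 of the paper were read before this rule was written, so the authors' called genes had been seen. The gene lists, some of which hold genes by locus tag, may follow those calls too.
The alternatives, all fixed before the files were opened, were DESeq2 size factors, library totals and upper quartile factors in place of TMM, the filterByExpr filter and a filter of at least 10 counts in every library, DESeq2 1.42.0's Wald test, edgeR's exact and likelihood ratio tests, limma-voom, limma on log2(FPKM + 1) and log2(FPKM + 0.1) for genes with a mean FPKM of at least 1 and on log2(FPKM + 1) for all genes, a block of replicate number, and each of the 6 libraries left out. For lists they were camera with an estimated correlation and fry, which tests a list against no change and not against the other genes. The test was checked on simulated data with 200 genes changed, where it gave 8 false calls among 5015 genes, and 2 calls when no change was simulated. On the same data camera called 0 of 30 random lists of 20 genes and called a list of genes that had been raised. The genes were simulated independently of each other, so this check cannot show how camera behaves when genes vary together. In the real libraries, splits other than that by strain gave 4 to 15 called lists.
Coordinates and operons are those of the paper's Supplemental file 4, of which the first 1965 genes could be read and 3135 lines were left out. The table of locus tags and gene symbols supplied with the files holds no *A. vinelandii* locus tag of this form and was not used. The authors' tests of KEGG pathways were not repeated, and the reads themselves were not analyzed. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.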

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

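The tests of hours of culture, of reads of the ancestral *nifD* lost in alignment, of the 3-prime part of the *nifHDK* transcript and of FPKM values of 0 were chosen after the results were seen, and the other tests before.
The rise of the type IV pilus and DNA uptake genes could come from a single ancNif library, from a scaling distorted by abundant transcripts, or from the longer culture of ancNif. Of the 22 members called higher with all libraries, at least 95.5% stayed higher whichever ancNif library was left out, which argues against the first. With library totals taken without the 20 most counted genes, the median log2 fold change of the members was 4.05 above that of all genes, itself at -0.04. Library totals shift every gene alike, so this difference could not change with them, and leaving out those genes tested nothing. The difference shows only that the members rose relative to the other genes, which a scaling common to all genes cannot produce. Hours of culture cannot be told apart from strain, because 0 WT libraries were sampled as late as ancNif. It stays open whether WT would express these genes after as long a culture. Rifampicin resistance, which the paper lists for ancNif and not for WT, cannot be told apart from the replaced *nifD* either.
*nifK* rose while *nifH* and *nifD* did not pass the test, which could come from ancestral *nifD* reads lost in alignment or from a rise of the whole 3-prime part of the transcript. The log2 ratio of the FPKM of *nifK* to that of *nifH*, which holds no *nifD* reads, differed between the strains by 0.57 (standard error 0.12), and this argues against lost *nifD* reads as the whole source. The log2 ratio of the FPKM of *nifK* to that of *nifT* was higher in ancNif by 1.10 (standard error 0.14), and its ratio to *nifY* by 1.21 (standard error 0.12), which argues against a rise of the whole 3-prime part. *nifH* and *nifD*, each at 0.76, may have risen too, and *nifH* was called higher by DESeq2 (adjusted p = 0.0187), edgeR's exact test (0.0435) and its likelihood ratio test (0.0421), in a range of 0.0187 to 0.315 over all settings, so what stays open is what set *nifK* above them.
The falls in ancNif, among them *fix*, *mod1* and TCA cycle genes, might be carried by WT replicate 1, which stood apart from the other WT libraries. Without it 98.3% of the lower genes kept an adjusted p under 0.05, which argues against this source. Their median log2 fold change was 101% of that with it. The genes were chosen as called with all libraries, so this median can hardly move and does not decide the question. Without any other library the calls were less stable, with 14.5% kept without WT replicate 2, 25.6% without WT replicate 3, 48.7% without ancNif replicate 1, 25.6% without ancNif replicate 2 and 17.1% without ancNif replicate 3, while the median stayed at 95.7% to 102% of its size. Hours of culture cannot be told apart from strain for these genes either, since 0 WT libraries were sampled as late as ancNif. Whether the falls belong to the strain or to the stage of the culture stays open.
The 6 libraries allow 10 splits into 3 and 3, too few to judge the real one by. It gave 410 called genes (highest other 0), 52 genes higher by a log2 fold change of 2 or more (highest other 0) and 17 called lists (highest other 15), and in each case 1 split of the 10, the real one, had a result as large.
Among the 61 genes within 3 locus places of a called pilus or DNA uptake gene, 34.4% were higher, against a mean of 5.40% over 100000 random placements (permutation test, p = 1e-05, the smallest possible). The spans lay around genes already called higher, and the random ones anywhere. Neighbours can share an operon, so the test cannot tell whether pilus genes differ in this from other raised genes. Among genes with a log2 fold change of size 1 or more, the authors' log2 fold change had the opposite sign in 5 of 32 genes with an FPKM of 0 in some library and in 0 of 265 others, a difference of 15.6 percentage points.
Avin_20070, a ComEA-related gene, had a log2 fold change of 7.48 (standard error 0.42, adjusted p = 3.59e-05 from edgeR's quasi-likelihood test). The hypothetical genes Avin_12100 and Avin_12107, next to *pilA*, had 4.92 (standard error 0.34, adjusted p = 9.34e-05) and 5.16 (standard error 0.30, adjusted p = 3.96e-05), and Avin_34430, a conserved hypothetical gene, had 4.91 (standard error 0.33, adjusted p = 8.17e-05) from the same test. Lower were *bcsC*, a cellulose synthase gene, with -1.72 (standard error 0.28, adjusted p = 0.00907), Avin_05110 with -1.93 (standard error 0.43, adjusted p = 0.0334), and *nasA*, the nitrite reductase gene, with -1.64 (standard error 0.37, adjusted p = 0.0342 from the same test). When each of the 6 libraries in turn was left out, *bcsC* passed in every fit, Avin_05110 in 3 (adjusted p from 0.0207 to 0.140) and *nasA* in 1 (0.000216 to 0.147), and the call of *nasA* also ended by limma-voom and by limma on FPKM. Also lower were Avin_39700, a ferredoxin gene, with -1.86 (standard error 0.29, adjusted p = 0.00757), Avin_43280 with -1.97 (standard error 0.45, adjusted p = 0.0349) and *glcG* with -1.63 (standard error 0.21, adjusted p = 0.00333 from the same test), of which Avin_43280 passed in 2 of the 6 fits (adjusted p from 0.00500 to 0.1498) and the others in all.
DNA uptake genes had a median log2 fold change of 1.25, with 4 of 6 higher and 5 adjusted over the list alone (adjusted p = 2.20e-06 from camera; adjusted p = 0.174 with an estimated correlation). NADH dehydrogenase genes had a median of -0.56. Heat shock and chaperone genes had 0.80, with 6 of 13 higher and 9 adjusted over the list alone (adjusted p = 1.40e-05 from camera; adjusted p = 0.362 with an estimated correlation), but 1 was higher without WT replicate 2 or ancNif replicate 3 and 3 without WT replicate 3 or ancNif replicate 1. Pantothenate and coenzyme A genes had 1.15, with 5 of 8 higher, also adjusted over the list alone (adjusted p = 4.31e-05; adjusted p = 0.174 with an estimated correlation). CRISPR genes had 0.96, with 6 of 12 higher and 7 adjusted over the list alone (adjusted p = 0.00720; adjusted p = 0.355 with an estimated correlation), and 2 were lower without WT replicate 1. Phosphate regulon genes had 0.13, with 2 of 7 higher, also adjusted over the list alone (adjusted p = 0.0195; adjusted p = 0.363 with an estimated correlation), and the list was not called without WT replicate 1 (adjusted p = 0.0908, in a range of 0.00636 to 0.0908). Cellulose synthase genes had -1.53, with all 4 lower, also adjusted over the list alone (adjusted p = 0.000265; adjusted p = 0.291 with an estimated correlation), but 1 was lower without WT replicate 2, ancNif replicate 2 or ancNif replicate 3 and 2 without ancNif replicate 1. Cyclic AMP genes had 1.30, with 3 of 4 higher, also adjusted over the list alone (adjusted p = 0.000176; adjusted p = 0.174 with an estimated correlation). The authors' called genes had been seen in the paper's supplement, so these lists may follow them and are not independent evidence.
Flagellar and chemotaxis genes had a median of 0.31 (adjusted p = 0.00110 from camera; adjusted p = 0.695 with an estimated correlation), with 0 of 53 called by edgeR's quasi-likelihood test, also adjusted over the list alone, 6 higher at an unadjusted p under 0.05, and 2 by DESeq2, 2 by edgeR's exact test and 0 by limma-voom. Without ancNif replicate 3 that list was not called (adjusted p = 0.268, in a range of 7.00e-06 to 0.268) and its median was 0.14, while 10 of its genes were higher without WT replicate 1. Hydrogenase genes had -0.27 (adjusted p = 0.000535 from camera; adjusted p = 0.174 with an estimated correlation), with 0 of 20 called by edgeR's quasi-likelihood test, 4 lower adjusted over the list alone, 9 lower at an unadjusted p under 0.05, and 4 by DESeq2, 1 by limma-voom and 0 by edgeR's exact test, and 2 without WT replicate 1.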

How the results depend on the processing

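No alternative was chosen after the results were seen. Of 111 genes under 19 settings, 1809 comparisons kept their result, 267 were weaker, 25 stronger and 3 reversed, and 50 genes were the same in all. Replicate numbers do not pair the libraries: the deviations of same-numbered libraries had correlations of -0.177, -0.144 and -0.102, and a block of replicate number left 175 higher and 30 lower genes. Higher genes ranged from 160 (without WT replicate 2) to 412 (without WT replicate 1). Lower genes were 179 by DESeq2's Wald test, 66 by limma on log2(FPKM + 1) for all genes, and 17 (without WT replicate 2) to 242 (without WT replicate 1). Genes lower by a log2 fold change of 2 or more were 0 with filterByExpr, 0 with at least 10 counts in every library, 4 by edgeR's exact test, 5 by the likelihood ratio test, 2 by limma-voom, 2 by limma on log2(FPKM + 0.1), 0 with the block, and 0 (without WT replicate 2) to 5 (without WT replicate 1). Called genes of the *nif* clusters were 1 by limma on log2(FPKM + 1) for all genes, 0 with the block, and 0 (without WT replicate 2) to 5 (without ancNif replicate 1). *nifT* ranged from -0.032 (without ancNif replicate 1) to 0.44 (without WT replicate 3) and *nifY* from -0.17 (without ancNif replicate 1), through -0.06 (without WT replicate 1), to 0.33 (without ancNif replicate 3). Of the gene list tests, 0 passed with an estimated correlation, with adjusted p = 0.629 for the *nif* minor cluster, 0.174 for *vnf*, 0.291 for *anf*, 0.291 for the *fix* cluster, 0.174 for type IV pilus, 0.184 for *mod1* and 0.174 for TCA cycle genes. By fry, which tests a list against no change and not against the other genes, 16 lists passed, against 17 by camera with the preset correlation. The *nif* minor cluster did not pass by fry (adjusted p = 0.463 from fry). Without single libraries the adjusted p of camera ranged from 0.00235 (without ancNif replicate 1) to 0.989 (without WT replicate 3) for the *nif* major cluster, with 0.763 and the other direction without ancNif replicate 3. The same range was 2.88e-06 (without ancNif replicate 1) to 0.212 (without ancNif replicate 3) for the *nif* minor cluster, 0.00372 (without WT replicate 2) to 0.0722 (without WT replicate 1) for *anf*, 0.000276 (without ancNif replicate 1) to 0.340 (without ancNif replicate 3) for *rnf*, and 0.797 (without WT replicate 1) to 0.992 (without ancNif replicate 3) for the glyoxylate shunt. For lists that did not pass, the direction turned without WT replicate 1 for ATP synthase (adjusted p = 0.309, in a range up to 0.845 without ancNif replicate 2) and ribosomal protein genes (0.0782, and 0.784 without ancNif replicate 2). Ribosomal protein genes were lower without ancNif replicate 1 (adjusted p = 0.00626) and had 0.992 without ancNif replicate 3. It turned for polyhydroxybutyrate genes without WT replicate 3 (0.356) and ancNif replicate 1 (0.499), in a range of 0.159 (without WT replicate 1) to 0.906 (without WT replicate 2), and for siderophore and iron uptake genes without ancNif replicate 3 (0.992, with 0.340 without ancNif replicate 1). It also turned for oxidative stress genes without WT replicate 1 (0.797), ancNif replicate 2 (0.992) or ancNif replicate 3 (0.992), with 0.382 without ancNif replicate 1, and for RNA polymerase genes without WT replicate 1 (0.797), WT replicate 3 (0.989), ancNif replicate 2 (0.845) or ancNif replicate 3 (0.992), with 0.780 without ancNif replicate 1. Aminoacyl-tRNA synthetase genes turned without WT replicate 2 (0.914), in a range of 0.202 (without WT replicate 1) to 0.954 (without ancNif replicate 3).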

Differences from the paper's values

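All settings compared were fixed before the files were opened, and none was chosen after the result was seen.
The paper gives 3 genes decreased by a log2 fold change of at least 2, and edgeR's quasi-likelihood test gave 1, Avin_02150, which was named after its values were seen. The number was 4 by edgeR's exact test, 2 by limma-voom, 2 by limma on log2(FPKM + 0.1), and 3 without WT replicate 3 or ancNif replicate 2. The paper gives 54 genes increased by at least 2, and 52 were found here. In the authors' deposited log2 fold changes 53 genes reach 2 or more and 2 reach -2 or less, Avin_02150 with -2.97 and Avin_10510 with -2.02, where the fitted values were -2.79 and -1.91.
The paper gives an approximate decrease of 2 times for the molybdenum transport genes as a group, and for *modC1* alone the fitted decrease was 1.22 times. Over the alternative settings it ranged from 1.14 to 1.28, so no setting closes the difference. The authors' deposited log2 fold change of *modC1* is -0.28 (FDR of 0.25 from the authors' edgeR), the same as the fitted one. The difference therefore does not come from the processing here, and the value for the group need not hold for this gene. The fitted decreases of the other genes of the cluster were 1.76 times for *modA1*, 1.96 for *modB1*, 1.54 for *modE1* and 2.08 for *modG*.
For the TCA cycle the paper gives decreases of up to 3 times, and the largest among the lower genes was 1.89 times, for *acnB*. The alternative settings ranged from 1.78 to 1.96, and none closes the difference. The authors' deposited log2 fold change of *acnB* is -0.92, as fitted, so for the genes of this list the difference lies between the text and the table of the paper. *glcB* of the glyoxylate shunt, outside that list, fell 3.73 times.
*modE1* is called lower here (adjusted p = 0.0480 from edgeR's quasi-likelihood test) and is marked as not significant in Fig. 4 of the paper. *ftsK*, *nuocd* and *nuoN* are called in the authors' table and not here (adjusted p = 0.0602, 0.0587 and 0.0589 from the same test), while DESeq2's Wald test and limma-voom called all 3. In WT, *nifF* stood above *nifK* by mean log2(FPKM), at rank 22 against 27.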

Other observations

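The gene lists and tests were fixed before the deposited files were opened. The paper's Supplemental files 2 and 3, which hold results from these libraries, had been read by the time the genes to name were chosen. The lists may therefore follow the authors' calls and are not independent evidence of a direction.
Genes outside the groups that the paper discusses rose as well. In coenzyme A synthesis *panB* and *panC*, which act in the synthesis of pantothenate, had log2 fold changes of 1.77 (standard error 0.23, adjusted p = 0.00333) and 1.86 (standard error 0.25, adjusted p = 0.00342), and *coaE*, the last kinase of the pathway, had 1.04 (standard error 0.16, adjusted p = 0.00782), all from edgeR's quasi-likelihood test. By locus tag *coaE* (Avin_12060) lies next to the raised *pilD* (Avin_12070), so its rise may not be separate from that of the pilus genes. Among cyclic AMP genes, Avin_43500, annotated as a cyclic nucleotide phosphodiesterase, had 4.34 (standard error 0.21, adjusted p = 2.08e-05) and Avin_04860, with an adenylate cyclase domain, had 0.79 (standard error 0.14, adjusted p = 0.0135 from the same test), and Avin_04860 passed in 2 of 6 fits with a library left out (adjusted p up to 0.0741). The phosphate regulator *phoB* had 1.84 (standard error 0.14, adjusted p = 0.000168 from the same test). Of 13 heat shock and chaperone genes the co-chaperonin gene *groES* had 0.85, *dnaJ* 0.81, *grpE* 0.80 and the small heat shock gene Avin_34300 1.06, and all 4 passed the same test. With each library left out in turn Avin_34300 passed in all 6 fits, *grpE* in 4, *groES* in 3 and *dnaJ* in 2. The CRISPR genes *cas2*, *cas4* and *cas5d* had 1.62, 1.55 and 1.82, and all 3 passed.
The cellulose synthase genes *bcsAB*, *bcsD* and *bcsZ* fell, with -1.49 (standard error 0.27), -1.58 (standard error 0.33) and -1.16 (standard error 0.27), and with each library left out in turn they passed in 3, 2 and 2 of 6 fits (adjusted p up to 0.0794, 0.122 and 0.153). Of 32 alginate genes, 6 were higher and none lower by edgeR's quasi-likelihood test, 8 adjusted over the list alone, among them *mucB*, a regulator of the sigma factor of alginate synthesis, with 2.30 (standard error 0.19), *algV* with 0.78 and *alg8*, a polymerase subunit, with 0.60, and the list did not pass (adjusted p = 0.118 from camera). The number of higher alginate genes was 2 without WT replicate 2, ancNif replicate 1 or ancNif replicate 3 and 3 without WT replicate 3 or ancNif replicate 2, with *mucB* called in all 6 fits and *algV* and *alg8* in 1, while the list was higher without WT replicate 2 (adjusted p = 0.0490) and WT replicate 3 (0.0112), in a range of 0.0112 to 0.797. Of 112 transposase and integrase genes 11 were higher, also adjusted over the list alone, the largest of the named ones Avin_20550 with 3.45 (standard error 0.33), and the list did not pass (adjusted p = 0.174 from camera), with 5 higher without WT replicate 2 or ancNif replicate 3 and 6 without WT replicate 3. Of 30 sulfonate and taurine genes 5 were higher and 1 lower, also adjusted over the list alone, among them Avin_21960, a taurine dioxygenase, with 1.48 and the sulfonate-binding gene Avin_40070 with -0.86 (adjusted p = 0.273 from camera), with 1 higher without WT replicate 2 and 2 without WT replicate 3, ancNif replicate 2 or ancNif replicate 3. Siderophore and iron uptake genes had 2 of 42 higher and 1 lower, also adjusted over the list alone, the ferripyoverdine receptor gene *fpvA* with 0.89 and Avin_47300 with -0.91 (adjusted p = 0.624 from camera), and with a library left out *fpvA* passed in all 6 fits and Avin_47300 in 2 (adjusted p up to 0.173). Oxidative stress genes had 1 of 9 higher, 2 adjusted over the list alone, the peroxiredoxin gene Avin_21880 with 0.83 (adjusted p = 0.809 from camera), which passed in 1 of 6 fits (adjusted p up to 0.126). Of 22 aminoacyl-tRNA synthetase genes *thrS* was higher with 0.72, 1 adjusted over the list alone (adjusted p = 0.706 from camera), with a call in 1 of 6 fits (adjusted p up to 0.141 for *thrS*). Of 7 nitrate and nitrite genes *nasA* alone was lower, 1 adjusted over the list alone (adjusted p = 0.421 from camera), and the list was lower without WT replicate 1 (adjusted p = 0.0484, in a range of 0.0484 to 0.862).
By edgeR's quasi-likelihood test 0 genes were called in each of 4 lists, also adjusted over the list alone: 55 ribosomal protein genes (adjusted p = 0.709 from camera; 1 lower at an unadjusted p under 0.05, 1 by DESeq2, 0 by limma-voom), 8 polyhydroxybutyrate genes (adjusted p = 0.885; 0 at an unadjusted p under 0.05, 0 by DESeq2), 11 ammonium assimilation and nitrogen regulation genes (adjusted p = 0.231; 1 lower at an unadjusted p under 0.05, 1 by DESeq2) and 4 RNA polymerase genes (adjusted p = 0.981; 0 at an unadjusted p under 0.05, 0 by DESeq2). Without WT replicate 1, 8 ribosomal protein genes were higher and 1 lower, and 2 ammonium assimilation and nitrogen regulation genes were lower. Without ancNif replicate 1, 2 ribosomal protein genes were lower.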
